# Transcription-factor-dependent enhancer transcription defines a gene regulatory network for cardiac rhythm

**DOI:** 10.7554/eLife.31683

**Published:** 2017-12-27

**Authors:** Xinan H Yang, Rangarajan D Nadadur, Catharina RE Hilvering, Valerio Bianchi, Michael Werner, Stefan R Mazurek, Margaret Gadek, Kaitlyn M Shen, Joseph Aaron Goldman, Leonid Tyan, Jenna Bekeny, Johnathon M Hall, Nutishia Lee, Carlos Perez-Cervantes, Ozanna Burnicka-Turek, Kenneth D Poss, Christopher R Weber, Wouter de Laat, Alexander J Ruthenburg, Ivan P Moskowitz

**Keywords:** Cis-regulatory element, enhancer, Transcription factor, non-coding RNA (ncRNA), Tbx5, calcium, long noncoding RNA (lncRNA), Mouse

## Abstract

The noncoding genome is pervasively transcribed. Noncoding RNAs (ncRNAs) generated from enhancers have been proposed as a general facet of enhancer function and some have been shown to be required for enhancer activity. Here we examine the transcription-factor-(TF)-dependence of ncRNA expression to define enhancers and enhancer-associated ncRNAs that are involved in a TF-dependent regulatory network. TBX5, a cardiac TF, regulates a network of cardiac channel genes to maintain cardiac rhythm. We deep sequenced wildtype and *Tbx5*-mutant mouse atria, identifying ~2600 novel *Tbx5*-dependent ncRNAs. Tbx5-dependent ncRNAs were enriched for tissue-specific marks of active enhancers genome-wide. Tbx5-dependent ncRNAs emanated from regions that are enriched for TBX5-binding and that demonstrated Tbx5-dependent enhancer activity. *Tbx5*-dependent ncRNA transcription provided a quantitative metric of *Tbx5*-dependent enhancer activity, correlating with target gene expression. We identified *RACER*, a novel *Tbx5*-dependent long noncoding RNA (lncRNA) required for the expression of the calcium-handling gene *Ryr2*. We illustrate that TF-dependent enhancer transcription can illuminate components of TF-dependent gene regulatory networks.

## Introduction

Cardiac rhythm is under tight transcriptional control (e.g. Nadadur et al., 2016). Mendelian and genome-wide association genetic studies have implicated cardiac ion channels and transcription factors (TFs) in cardiac conduction and arrhythmias (Tucker and Ellinor, 2014). These genes form components of an implied cardiac gene regulatory network, in which TFs drive downstream effectors to maintain normal electrical conduction. Molecular understanding of cardiac rhythm control requires analysis of the essential TF-driven enhancers that modulate the expression of channel genes, and these regulatory elements are not yet described. TBX5 is a central component of cardiac gene regulatory networks and is required for normal cardiac rhythm (Nadadur et al., 2016). For example, we previously demonstrated that TBX5 modulates atrial gene expression to prevent atrial fibrillation (Nadadur et al., 2016). In the work described in this paper, we sought to define the essential components of the TBX5-driven gene regulatory network for atrial rhythm.

We attempted to identify TBX5-dependent enhancers by combining datasets for tissue-specific enhancer markers and TBX5 chromatin localization (TBX5 ChIP-seq) in cardiomyocytes (He et al., 2011). Previously published datasets describing regions with accessible chromatin defined by DNase I hypersensitivity (Stergachis et al., 2014) and the genomic enhancer marker Histone 3 Lysine 27 Acetylation (H3K27Ac) (Stamatoyannopoulos et al., 2012) from the whole adult mouse heart were intersected with TBX5 occupancy in the atrial cell line HL-1 (Claycomb et al., 1998) (Figure 1A). Over 15,000 common genomic locations were identified. We also performed ATAC-seq in HL-1 cells, and intersection with this more limited dataset (with 16,000 accessible regions) identified over 7500 common genomic locations. The high concordance between these datasets suggested a lack of specificity for functional TBX5-dependent enhancers, consistent with observations that genomic enhancer marks and TF ChIP lack specificity or quantitative resolution of enhancer strength (Zentner and Scacheri, 2012) and that only a small percentage of these candidate TF-dependent enhancers will prove to be functional *in-vivo* (Visel et al., 2007; Cusanovich et al., 2014; Danko et al., 2015).

**Figure 1.**
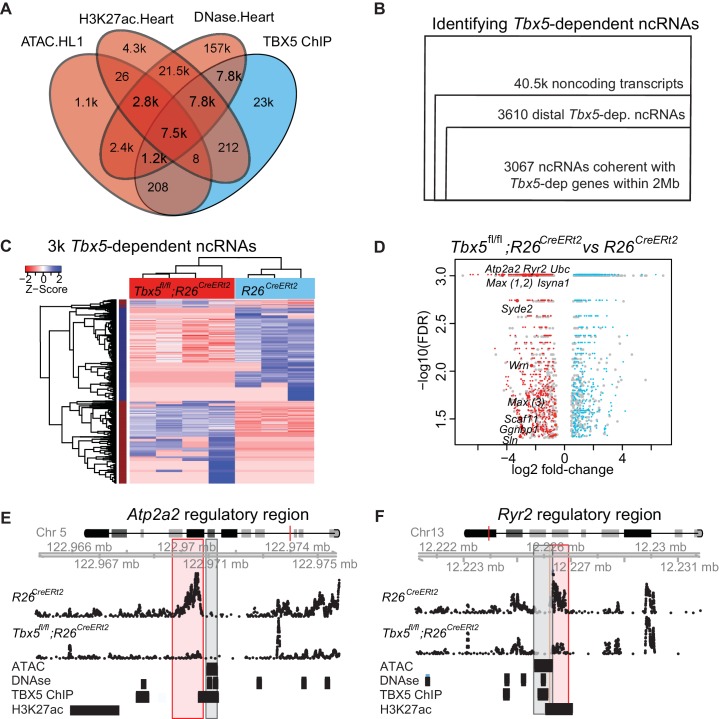
TF-dependent noncoding transcription defines regulatory elements. (**A**) Venn-diagram of peak call overlaps for HL-1 ATAC-sequencing (ATAC.HL1), histone 3 lysine 27 acetylation in mouse heart (H3K27ac.Heart, GSE52123), DNase hypersensitivity in mouse heart (DNase.heart, ENCODE) and TBX5 ChIP-seq (TBX5.HL1, GSE21529). (**B**) Workflow for identifying TF-dependent ncRNAs. Total noncoding transcripts from mouse left atrium were narrowed to *Tbx5*-dependent distal intergenic ncRNAs, defined as >1 kbp away from the known transcriptional start sites of known coding genes (GENCODE mm10), and narrowed again to coherent changes with nearby *Tbx5*-dependent genes within a 2-Mbp window. (**C**). Heatmap of identified *Tbx5*-dependent ncRNAs in *Tbx5^fl/fl^*;*R26^CreERt2^* (red, left) and corresponding *R26^CreERt2^* control (blue, right) in left atrial tissue. The hierarchical cluster analysis is based on the Euclidean distances of normalized sequencing counts. 1577 *Tbx5*-activated ncRNAs were downregulated after *Tbx5* deletion and 1490 *Tbx5*-repressed ncRNAs were upregulated after *Tbx5* deletion across n = 5 and n = 3 resp. (**D**) Volcano-plot of significantly misregulated TF-dependent ncRNAs, select identifications were labeled by nearest TBX5-dependent gene. Plot of log_2_ fold-change of ncRNAs in *Tbx5^fl/fl^*;*R26^CreERt2^* compared to *R26^CreERt2^* vs –log_10 _false discovery rate (FDR) for the same comparison (FDR < 0.05, |FC| > 2). The ncRNAs within 2 Mb of coherently mis-expressed TBX5-dependent genes are red or blue for activated and repressed, respectively. Gray dots represent those ncRNAs without coherently mis-expressed coding genes in the 2-Mb window. (**E, F**) Example genomic views of two of the most significantly TF-dependent ncRNAs, adjacent to the *Atp2a2* (E) and *Ryr2* (F) genes, respectively. Top track is chromosomal location, followed by the ncRNA read density from *R26^CreErt2^*control and *Tbx5^fl/fl^*;*R26^CreERt2^*. Below is ATAC-Seq peak call in HL-1 cells, cardiac DNase hypersensitivity (ENCODE), TBX5 ChIP-seq (GSE21529) and cardiac H3k27 acetylation (GSE52123). The identified differential ncRNA is marked in the red box, and the putative regulatory element, as defined by the enhancer marks above, is marked in the gray box.

**Figure 1—figure supplement 1.**
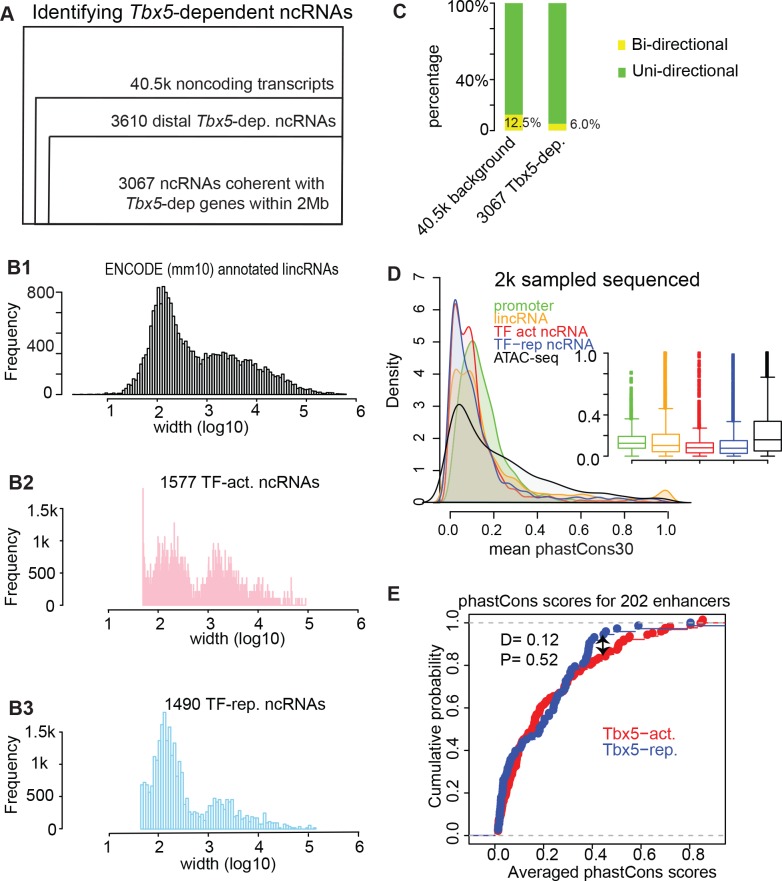
Genomic features of the identified TF-dependent ncRNAs recapitulate known features of annotated lincRNAs. (**A**) Pie chart showing the composition for the identified TBX5-dependent ncRNAs using de novo assembly (Cufflinks). The 3067 ncRNAs were categorized into six groups. GENCODE (mm10)-annotated ncRNAs with relatively few instances were grouped together as ‘predicted ncRNAs’. De novo indicates a previously unannotated noncoding transcript. (**B**) Histogram distribution of the ncRNA width on log_10_ scale. The distribution of GENCODE annotated lincRNAs (**B1**), the identified TF-activated ncRNAs (**B2**), and the TF-repressed ncRNAs (**B3**) are shown. (**C**) Stacked bar-graphs showing percentage of unidirectional (green) and bi-directional (yellow) noncoding transcripts among the total noncoding transcript calls, the *Tbx5*-activated ncRNAs, and the *Tbx5*-repressed ncRNAs. (**D**) Histograms and boxplots of average phastCons30 sequence conservation scores for promoter regions (green), GENCODE annotated lincRNAs (yellow), TBX5-activated and TBX5-repressed ncRNAS (red and blue, respectively), and ATAC-Seq (black). (**E**) Two-sample Kolmogorov–Smirnov statistics. The cumulative probabilities exhibit no difference in conservation between *Tbx5*-activated and *Tbx5*-repressed cis-regulatory elements (red and blue lines, respectively).

**Figure 1—figure supplement 2.**
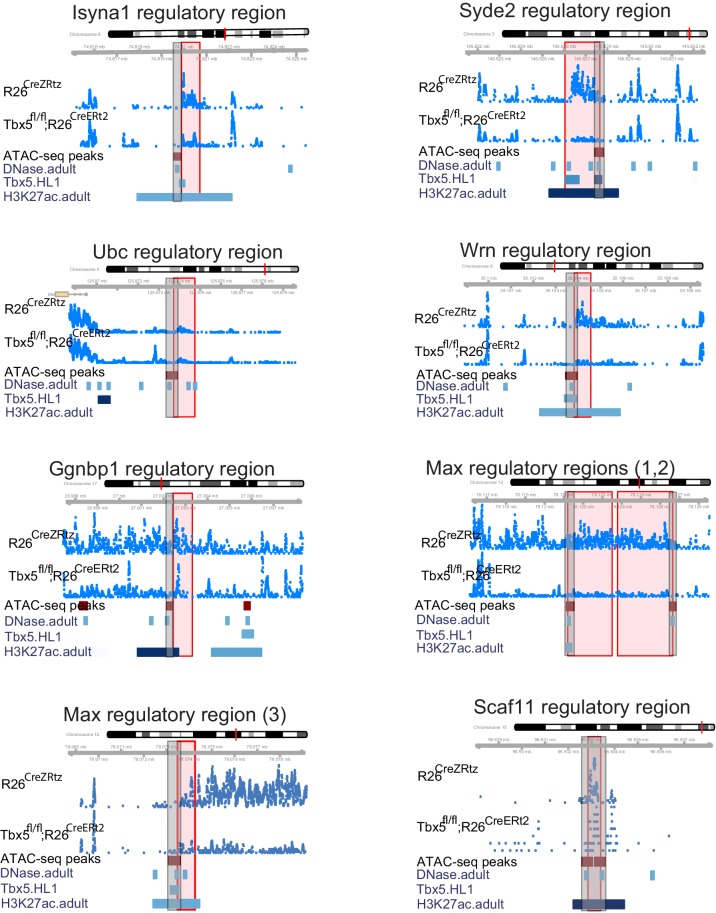
Genomic view of nine TF-dependent ncRNAs (mm9). Long noncoding RNAs (lncRNAs) are labeled by nearest TBX5-dependent coding gene. Top track is chromosomal location, followed by the ncRNA read density from *R26^CreErt2^* control and *Tbx5^fl/fl^*;*R26^CreERt2^*. Below is ATAC-Seq peak call in HL-1 cells, cardiac DNase hypersensitivity (ENCODE), TBX5 ChIP-seq (GSE21529) and cardiac H3k27 aAcetylation (GSE52123). The identified differential ncRNA is marked in the red box, the putative regulatory element as defined by the enhancer marks above is in the gray box.

**Figure 1—figure supplement 3.**
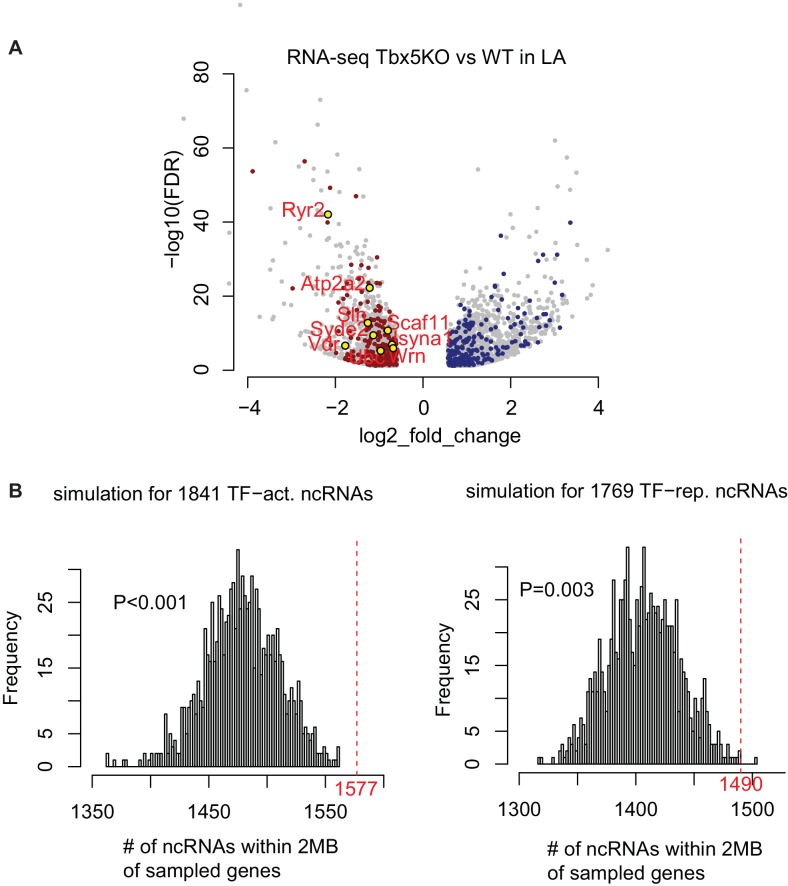
Identifying TF-dependent ncRNA targets from TF-dependent expressed genes. (**A**) TF-dependent genes are coherent with TF-dependent ncRNAs. Volcano-plot of TF-dependent genes (FDR < 0.05, |FC| > 1.5). Genes residing within 2 Mb of coherently TBX5-dependent ncRNAs are colored red for *Tbx5*-activated, blue for *Tbx5*-repressed ncRNAs. (**B**) Simulation study shows the empirical significance of *Tbx5*-dependent ncRNAs within a 2-Mb window of *Tbx5*-dependent coding-genes. The histograms show the distribution of randomly sampled ncRNAs within 2 Mb window of randomly sampled genes. The red dashed line showing the observed number iof *Tbx5*-activated or *Tbx5*-repressed ncRNAs, respectively. An empirical P-value was calculated.

**Figure 1—figure supplement 4.**
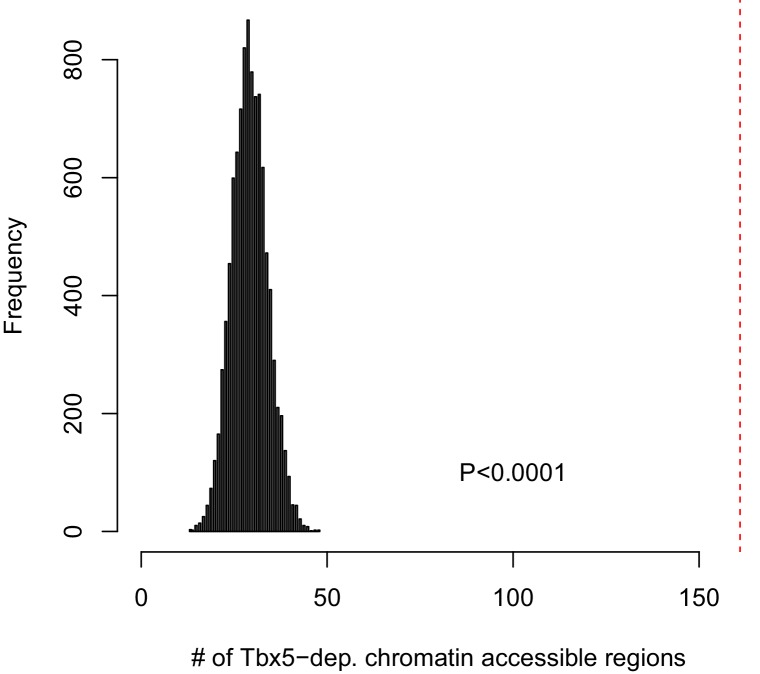
Identifying TF-dependent ncRNA targets from open chromatin regions. 161 Tbx5-dependent ncRNAs at open chromatin regions were determined by the overlap between ncRNAs and ATAC peaks (allowing up to 500-bp edge-to-edge distance). The empirical significance of Tbx5-dependent ncRNAs at open chromatin regions was determined by comparing the observed overlap (161 ncRNAs) with that estimated by simulation using randomly sampled noncoding transcripts within this distance to total open chromatin regions. The histogram shows the distribution of the number of regions with overlap from each simulation, performed 10,000 times. In contrast, the red dashed line shows the observed number for the identified Tbx5-dependent transcripts. In every case, the simulation estimated a lower number, resulting in an empirical P-value (p<0.0001).

The noncoding genome is pervasively transcribed, and a fraction of ncRNAs emanate from enhancers. The relationship between enhancer transcription, enhancer function, and target gene expression has become the subject of vigorous investigation. Recent work indicates that enhancer transcription may be a functional requirement of active enhancers (Danko et al., 2015; Lam et al., 2014; Li et al., 2013, 2016). The level of eRNA expression at enhancers positively correlates with the level of mRNA synthesis at nearby genes, suggesting that eRNA synthesis may occur specifically at enhancers that are actively engaged in promoting mRNA synthesis (Kim et al., 2010). Activation of enhancer networks has been linked to the increased transcription of enhancers, suggesting that context-dependent changes in enhancer function may be accompanied by concomitant changes in enhancer transcription (Wang et al., 2011). Tissue-specific eRNA expression is a feature of some validated in-vivo enhancers, and eRNA expression signatures can be used to predict tissue-specific enhancers independently of known epigenomic enhancer marks (Wu et al., 2014). Separate from the functionality of enhancer-borne RNAs, these and other observations indicate that enhancer and target gene transcription are correlated and that differential enhancer transcription may provide a useful approach for the identification of context-dependent enhancers.

## Results

### *Tbx5*-dependent ncRNA profiling

We hypothesized that tissue-specific TF-dependent enhancers could be identified by defining TF-dependent ncRNA enhancer transcripts. To identify TBX5-dependent noncoding RNAs (ncRNAs), we sequenced non-polyadenylated RNA from the atrium of control (*R26^CreERt2^*; n = 3) and *Tbx5* mutant (*Tbx5^fl/fl^;R26^CreERt2^*; n = 4) adult mice, as enhancer-associated RNAs are canonically under poly-adenylated (Kim et al., 2010). Approximately 40.5 k noncoding transcripts were identified by de novo transcript assembly (Figure 1B). Of these, 3610 noncoding transcripts were *Tbx5*-dependent intergenic ncRNAs (FDR < 0.05, FC > 1.5, located at least 1 kbp away from known coding-gene transcription start sites (TSSs) (ENCODE mm10; Figure 1B) (Rosenbloom et al., 2015). *Tbx5*-dependent ncRNA expression was robust across biological replicates, distinguishing *Tbx5^fl/fl^;R26^CreERt2^* samples from *R26^CreERt2^* controls (Figure 1C). 3067 (85%) *Tbx5*-dependent ncRNA transcripts were located within 2 Mbp upstream or downstream of 2383 *Tbx5*-dependent protein-coding genes, as defined by the RNA-seq of polyA transcripts from the same samples, that is, within the known distance parameters of enhancer–gene-target pairs (Figure 1D) (Nadadur et al., 2016).

We analyzed the genomic features of *Tbx5*-dependent ncRNAs (Figure 1B, Figure 1—figure supplement 1A). The vast majority were de novo ncRNAs (>85% were previously unannotated transcripts, based on intersection with the mouse transcriptome [GENECODE, mm10]), with a small number previously annotated as long ncRNAs (lncRNAs, 5%), antisense transcripts (2%), or other predicted noncoding transcripts. This observation is consistent with the observation that ncRNAs are highly tissue-specific and that global ncRNA discovery has not been previously reported in the atrium of the heart (Figure 1—figure supplement 1A) (Quinn and Chang, 2016). *Tbx5*-dependent ncRNAs showed a bimodal length-distribution, with relative enrichments at ~500 bp and at ~2000 bp (Figure 1—figure supplement 1B), similar to the distribution of GENCODE-annotated lncRNAs (Figure 1—figure supplement 1B). The 40.5 k ncRNA background and Tbx5-dependent ncRNAs both show a preponderance of unidirectional (transcribed from one DNA strand) versus bidirectional transcripts (Figure 1—figure supplement 1D). Sequence conservation indicated average Phastcon30 scores of between 0 and 0.2 for the majority of *Tbx5*-dependent ncRNAs, with a distribution similar to those of known lncRNAs and lower than those of promoters (Figure 1—figure supplement 1D).

### *Tbx5*-dependent ncRNAs define *Tbx5*-dependent enhancers

We hypothesized that *Tbx5*-dependent ncRNAs marked *Tbx5*-dependent enhancers. *Tbx5*-dependent ncRNAs were generated from locations enriched for enhancer marks genome-wide (Figure 1E–F, Figure 1—figure supplement 2A). Specifically, we observed enrichment between the 3067 *Tbx5*-dependent ncRNAs and (1) DNAse hypersensitivity in the adult mouse heart, (2) open chromatin (ATAC-sequencing) in HL1 cardiomyocytes, and (3) H3K27Ac in the adult mouse heart (Figure 1E–F, Figure 1—figure supplement 2A) (He et al., 2011, 2014; Wamstad et al., 2012). Furthermore, *Tbx5*-dependent ncRNAs defined locations that are enriched genome-wide for TBX5 occupancy in HL-1 cells (He et al., 2011) (Figure 2A). We further hypothesized that the intersection between *Tbx5*-dependent ncRNAs and regions of open chromatin, a global feature of enhancers (Andersson et al., 2014), would mark *Tbx5*-dependent enhancers. We overlapped differential ncRNA expression with cardiac DNAse hypersensitivity (Stamatoyannopoulos et al., 2012) and defined chromatin-accessible *Tbx5*-dependent noncoding transcripts as those within a 1-kbp window from DNAse peak-centers. 1703 candidate regulatory elements, from a set of 28,393 TBX5-bound DNAse regions, were identified by this intersection (Figure 2B).

**Figure 2.**
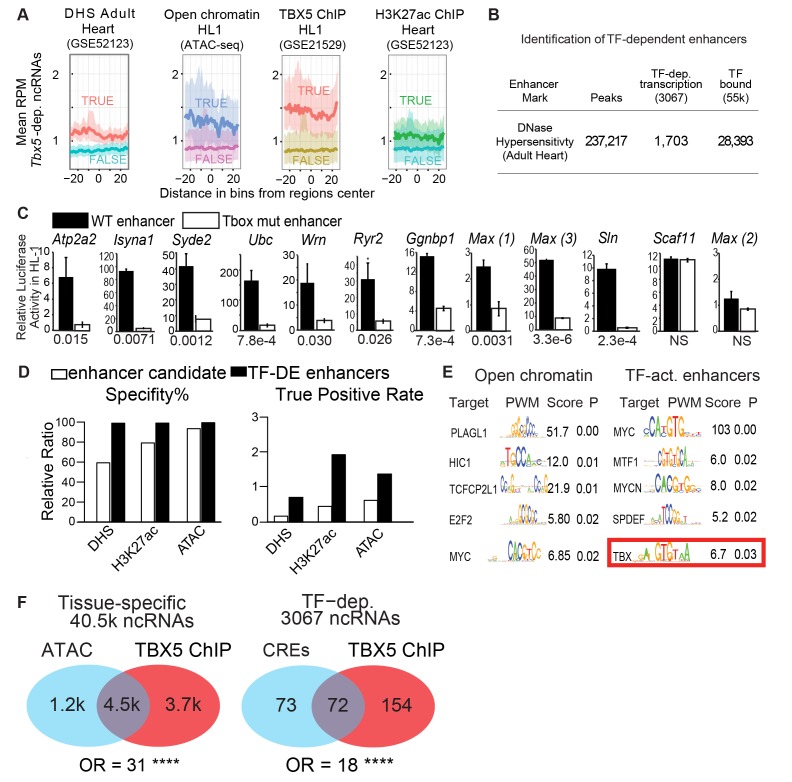
TF-dependent ncRNAs predict functional enhancers. (**A**) Meta-gene plot showing reads per million (RPM) of Tbx5-dependent ncRNAs, being divided by enhancer makers DNase Hypersensitivity (DHS), ATAC Sequencing in HL-1 cells, TBX5 ChIP-Seq, and H3K27Ac, respectively. Each subpanel is centered around all *Tbx5*-dependent ncRNAs, the averaged RPM of the ncRNAs hold an enhancer mark (top line, TRUE) vs those ncRNAs that do not (bottom line, FALSE). (**B**) Identification TF-dependent ncRNAs associated with cis-regulatory elements (CREs) by overlap with accessible chromatin defined by DNase hypersensitivity. Overlap of ncRNAs ("TF-dep transcription") and TF ChIP ("TF bound"), respectively. (**C**) Relative luciferase activity of select enhancers identified in HL-1 cardiomyocytes, labeled by nearest TBX5-dependent gene. Activity of wildtype enhancers (black) and T-box mutant enhancers (white) are shown. P-values for statistical comparisons of wildtype vs mutant enhancers are given below each graph. n = 3 each, activity normalized to co-transfected Renilla vector, and to vector with scrambled insert. (**D**) Predictive specificity and True Positive Rate of enhancer marks alone (white) and when combined with *Tbx5*-dependent ncRNA (black). Defined enhancers were identified and compared against 240 cardiac and 1162 non-cardiac enhancers reported in the VISTA database. The enhancers were defined by DNase hypersensitivity (DHS), H3K27 acetylation, and open chromatin by ATAC-seq. (**E**) Motif analysis showing enriched motifs in HL-1 open chromatin (ATAC, left) and ncRNA-defined TBX5-dependent enhancers (right). Motif patterns are presented as position weight matrix (PWM) with enrichment statistics. Enrichment scores >1.5 and p-value <0.05 were considered significant, and the top five most-significant motifs are reported here. (**F**) Venn diagram of ATAC-seq and TBX5 ChIP-seq in background of ncRNAs (left) and TF-dependent elements overlapped with open chromatin in a background of TF-dep ncRNAs (right). Odds ratios (OR) are given for each background. **** indicates p<1e-10.

We functionally interrogated candidate regulatory elements identified by *Tbx5*-dependent ncRNA transcription for enhancer activity. On the basis of our previous work on the role of TBX5 in the adult atrium (Nadadur et al., 2016), we selected a number of regulatory elements near genes that are critical for cardiac physiology and that harbor at least one canonical TBX5-binding motif. These included candidates near the TBX5-dependent calcium-handling genes *Atp2a2, Ryr2,* and *Sln*. 11 of the 12 candidate enhancers demonstrated robust *cis*-activity in HL-1 cardiomyocytes, indicative of cardiac enhancer function (P-values from 3.3e-6 to 0.03 [t-test, corrected for multiple comparisons], Figure 2C). Overall, these enhancers demonstrated unusually strong *cis*-activation, with nine driving reporter expression more than 10-fold and three more than 50-fold. These enhancers were strongly TBX5-dependent, as the activity of 10 of the 11 enhancers was significantly diminished by mutation of their canonical T-box sites (Figure 2C).

We asked whether differential ncRNA expression could discern functional TF-dependent enhancers from candidates marked by TF-ChIP or other marks of active regulatory elements. We examined the predictive power of TF-dependent ncRNA expression to identify accurately tissue-specific enhancers genome-wide, comparing the precision and specificity of *Tbx5*-dependent ncRNA-defined enhancers against those of 240 cardiac and 1162 non-cardiac enhancers from the VISTA database tested by mouse transient transgenic reporter assays *invivo* (Visel et al., 2007). *Tbx5*-dependent transcription increased the predictive power of DNAse hypersensitivity (DHS), H3K27 acetylation, and open chromatin by ATAC-Seq (>2 fold for precision, with similar specificity, Figure 2D), suggesting that TF-dependent ncRNA expression can improve functional enhancer identification.

To further define atrial-specific TBX5-dependent enhancers, we overlapped *Tbx5*-dependent ncRNAs with open chromatin in the mouse atrium, defined by ATAC-Seq. From 16,000 open regions, we identified 145 local *Tbx5*-dependent ncRNAs marking 152 candidate *Tbx5*-dependent enhancers (empirical p<0.0001, Figure 1—figure supplement 4). We compared TF-motif enrichment between enhancers defined by *Tbx5*-dependent ncRNA versus all atrial open chromatin regions. Atrial open chromatin showed enrichment for motifs of TF families, such as MYC and E2F, that provide non-tissue-specific transcriptional functions (Figure 2E). By contrast, *Tbx5*-activated enhancers showed significant enrichment for the T-box motif itself (enrichment score = 6.7, p=0.03, PWMEnrich [Frith et al., 2004]). Furthermore, TBX5 occupancy by ChIP-seq in atrial HL-1 cells (He et al., 2011) was highly enriched at open atrial locations that contained *Tbx5*-dependent ncRNAs (72 of the 152 locations, OR = 18, p<2e-16; Fisher Exact Test, Figure 2F). Together, these observations provide evidence that TF-dependent enhancer transcription may be used to identify the locations of TF binding.

The candidate enhancers that were marked by differential transcription but not by TBX5 binding represent either indirect *Tbx5*-dependent elements or false negatives from ChIP. A candidate enhancer located at the *Sln* locus is one example: the region did not demonstrate TBX5 localization in ChIP-seq in HL-1 cells (He et al., 2011), but did show *Tbx5*-dependent ncRNA transcription. We interrogated this region by ChIP-qPCR and observed TBX5-occupancy (p=0.03 vs control *Gapdh* locus, two-tailed unequal variance t-test) (Figure 3—figure supplement 1). The element demonstrated robust TBX5-dependent activity in HL-1 cardiomyocytes in vitro as determined by luciferase assay (p = 2.3E-4 WT vs T-box Mutant [two-tailed unequal variance t-test], Figure 2C). Thus, we conclude that a regulatory element at the *Sln* locus, not previously identified by genomic approaches, is a direct TBX5-dependent enhancer, that has been identified by ncRNA Seq and validated by Chip-PCR.

### A quantitative relationship between *Tbx5*-dependent ncRNA and gene expression

We sought to define the gene regulatory networks that are controlled by *Tbx5*-dependent enhancer transcription and therefore examined enhancer–target gene interactions. We postulated a quantitative correlation between TF-dependent enhancer transcription and TF-dependent target gene expression. We observed that the direction of altered transcription of *Tbx5*-dependent ncRNAs and local polyA transcripts was most often coherent: 86% of downregulated (1577/1841; empirical p<0.001) and 66% of upregulated (1490/1769; empirical p=0.003) *Tbx5*-dependent ncRNAs were local to downregulated and upregulated *Tbx5*-dependent coding-genes, respectively (Figure 1D,F, Figure 1—figure supplement 3B). This significant directional coherence suggested a functional relationship between *Tbx5*-dependent enhancer function and local *Tbx5*-dependent transcription. Targeted chromosome conformation capture analysis (4C-Seq) (van de Werken et al., 2012) was performed to identify enhancer–promoter contacts for four enhancers identified by differential ncRNA expression and validated in vitro. 4C-Seq in the atrial HL-1 cardiomyocyte cell line demonstrated significant interactions between the enhancers defined by *Tbx5*-dependent transcription and local *Tbx5*-dependent genes located within topological associated domains at the genetic locations of *Ryr2*, *Atp2a2*, *Ubc*, and *Wrn* (Figure 3A). 81 out of 93 enhancers with *Tbx5*-activated transcription showed quantitative directional coherence with the expression of the nearest *Tbx5*-dependent gene (by Pi-score [Xiao et al., 2014]) (Figure 3B), consistent with *cis*-regulation of the nearest TBX5-dependent target gene. We analyzed the fold-changes of *Tbx5*-dependent enhancer transcription with that of adjacent *Tbx5*-dependent genes and observed a significant correlation between their direction and magnitude (coefficient = 0.58, p<2e-16 by Pearson Correlation test; Figure 3B). This positive correlation suggested that *Tbx5*-dependent enhancer transcription represents a quantitative metric describing *Tbx5*-dependent enhancer activity.

**Figure 3.**
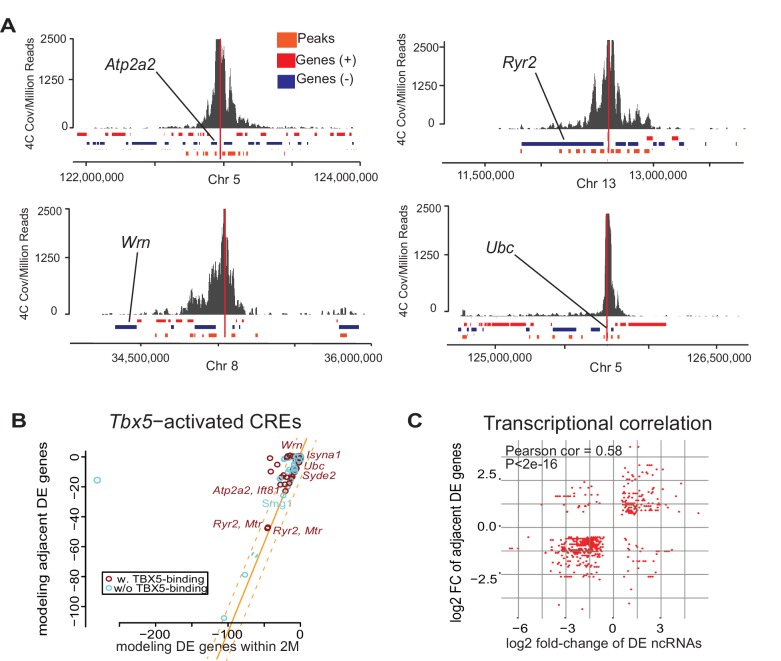
Enhancer transcription mediates target gene expression. (**A**) Genomic loci showing circularized chromatin conformation capture (4C) from the viewpoint of four identified regulatory elements (near *Atp2a2*, *Wrn*, *Ryr2*, and *Ubc*). Total reads (top) and significant contacts (bottom, orange) are plotted. Annotated genes are shown in blue and red (sense and antisense, respectively). The viewpoint is with a dashed red line and the nearest TBX5-dependent target is labeled. (**B**) Sparse scatterplot for combined Pi-scores calculated from *Tbx5*-activated enhancers and *Tbx5*-activated genes. The X-axis is the pi-score using the ‘nearest’ *Tbx5*-dependent gene, and the Y-axis is the pi-score using all potential TF-dependent gene targets within a 2-Mbp window. The orange line indicates y = x. The dashed lines mark the standard deviations. Example enhancers were labeled with the names of their nearest *Tbx5*-dependent gene. Red indicates enhancers with TBX5 occupancy, and blue indicates enhancers without TBX5 occupancy as determined by ChIP-seq. (**C**) Scatterplot in hexagonal binning for the 3067 identified TF-dependent ncRNAs. The X-axis is the differential expression fold change on a log_2_ scale of these ncRNAs, and the Y-axis is the differential expression fold change on log_2_ scale of any nearest gene targets. The fold change with the maximum absolute value is used when both neighbor genes are TF-dependent.

**Figure 3—figure supplement 1.**
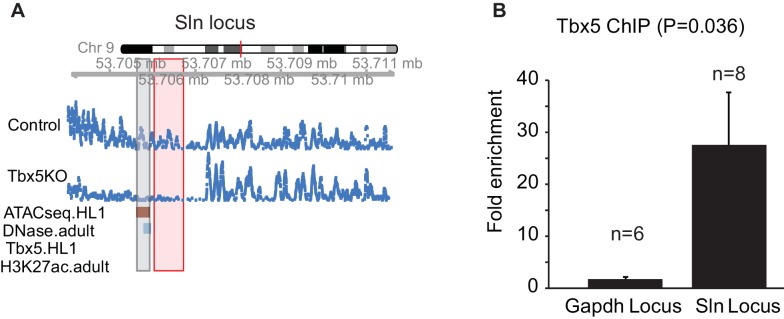
A TBX5-dependent enhancer at *Sln* that was not identified by TF ChIP-seq. (**A**) Genomic view of a *Tbx5*-activated ncRNA region adjacent to gene *Sln*. This locus shows significant *Tbx5*-dependence as determined by transcription expression in mouse atrium, open chromatin detected by ATAC-seq in HL1 cells, DHS signature in adult mice, but not by TBX5 occupancy or H3K27Ac in HL1 cells (GSE21529). (**B**) ChIP-qPCR of TBX5 comparing this *Sln* locus with the *Gapdh* locus. The *Sln* locus shows enrichment for TBX5 occupancy (n = 8, p=0.036). Two-sided t-test assuming unequal variances was performed.

### *A Tbx5*-dependent ncRNA-defined enhancer at *Ryr2*

We hypothesized that *Tbx5*-dependent enhancer-associated lncRNAs may be functionally required for local *Tbx5*-dependent gene expression. To reveal functional gene sets within the identified cis-regulatory network, we performed Gene Ontology (GO) enrichment analysis (Wang et al., 2015) on the putative targets of enhancers that demonstrated *Tbx5*-activated transcription (Figure 4A). We found enrichment for two statistically significant terms, ‘Calcium ion-related biological process’ and ‘Calcium ion transmembrane transport,’ remarkably consistent with previous work demonstrating that *Tbx5* controls atrial rhythm by driving calcium-handling physiology and gene expression (Nadadur et al., 2016).

**Figure 4.**
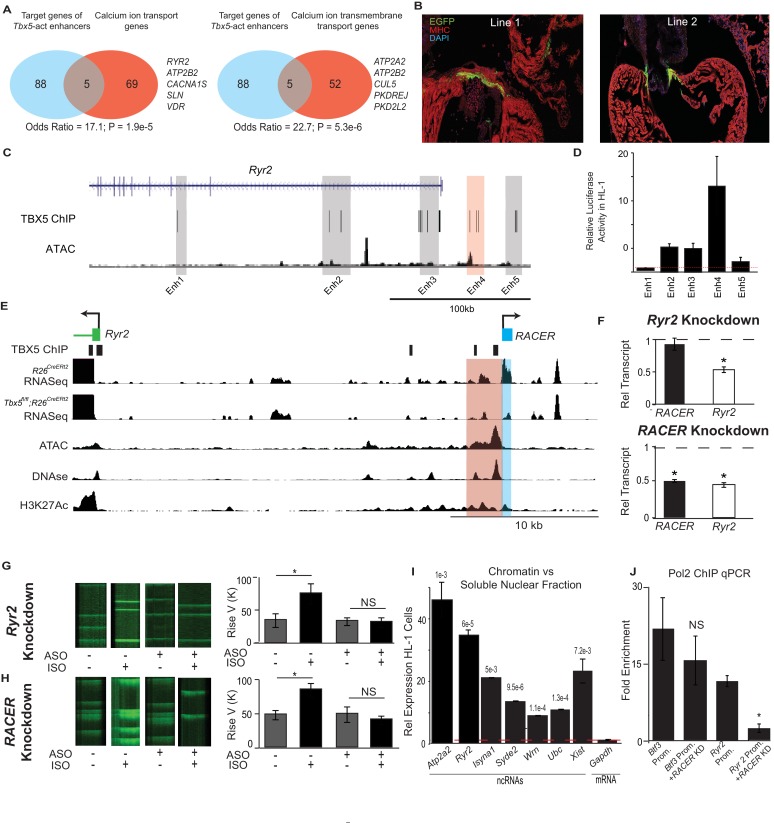
Enhancer-associated ncRNAs at *Ryr2* and *Atp2a2* are necessary for calcium-handling gene expression and cellular phenotype. (**A**) Gene Ontology functional enrichment for gene targets within a 2-Mb window of the TBX5-activated enhancers. Odds Ratio (OR) and P-value of overlap with GO terms ‘Calcium Ion Transport Genes’ and ‘Calcium Ion Transmembrane Transport Genes’. (**B**) Representative 3 days post fertilization (Dpf) zebrafish embryos injected with a reporter construct containing the wildtype *Ryr2* enhancer reporter, showing cardiac EGFP expression. One Representative embryos from two stable lines are also shown (Line 1 and Line 2, one embryo each). Stable lines display EGFP fluorescence in the heart in addition to other tissues (see Supplement). (**C**) Genomic view of the *Ryr2* locus showing four candidate TBX5-dependent regulatory elements identified by TBX5 ChIP-seq (gray) and by *RACER* expression (Enh 4, red). (**D**) Relative luciferase activity in HL-1 cardiomyocytes of candidate *Ryr2* enhancers, normalized to co-transfected Renilla vector and to a vector with a scrambled insert (n > 3 replicates). (**E**) Genomic view of the *Ryr2* locus, showing identified noncoding RNA Ryr2 Associated Cis- Element RNA (RACER) in blue. A putative regulatory element associated with ncRNA is marked in red. Tracks show TBX5 ChIP (GSE21529), RNASeq from *R26^CreERt2^* and *Tbx5^fl/fl^;R26^CreERt2^*, ATAC-Seq in HL-1 cardiomyocytes, DNASe hypersensitivity (ENCODE), and H3K27 acetylation (GSE52123). (**F**) Gene expression of *Ryr2* mRNA and the *RACER* transcript after knockdown of *Ryr2* mRNA (top) and knockdown of *RACER* (below). Relative transcript expression (RTE) after mRNA knockdown: 0.52 ± 0.03, p = 5.3E-5, for mRNA; RTE 0.92 ± 0.09, p = 0.43, and 0.82 for *RACER*. For ncRNA knockdown: RTE 0.44 ± 0.03 for mRNA and 0.45 ± 0.02 for *RACER*, p = 5.64E-6 and 0.04, respectively. (**G, H**) Representative calcium transient line scans from control (left) and ASO knockdown (right) HL-1 cardiomyocytes in the presence or absence of isopropteranol (+ISO, –ISO resp) after knockdown of *Ryr2* mRNA (top) or *RACER* (bottom) with antisense oligonucleotides (ASO). Quantification of rise velocity under control and isoproterenol treatments (right). (**I**) Relative transcript expression of chromatin enriched vs soluble nuclear fractions in HL1 cardiomyocyte cells of several ncRNAs and (as controls) Xist and the *Gapdh-*coding mRNA transcript. Expression was normalized to 18S ribosomal RNA. P values compared the relative expression in soluble vs nuclear fractions of the ncRNAs and Xist to that of GAPDH mRNA, and were less than Bonferroni corrected p<6e-3 for all ncRNAs. (**J**) Fold-enrichment of RNA Polymerase 2 (Pol2) occupancy by ChIP at housekeeping gene *Btf3* promoter (prom.) and at the *Ryr2* promoter in the control (left) and after antisense oligonucleotide knockdown of *Ryr2* enhancer ncRNA (ASO, right). Normalized to a control locus near the *Gapdh* gene.

**Figure 4—figure supplement 1.**
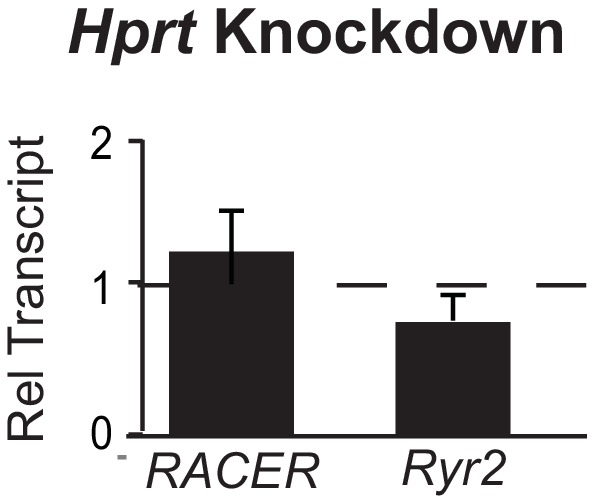
Knockdown of control Hprt locus does not change *Ryr2* or *RACER* expression. Gene expression of *Ryr2* mRNA and *RACER* transcript after knockdown of *Hprt* mRNA. Relative transcript expression (RTE) after mRNA knockdown for *RACER* 1.23 ± 0.25, p = 0.77; for *Ryr2* RTE 0.84 ± 0.09, p = 0. 21.

**Figure 4—figure supplement 2.**
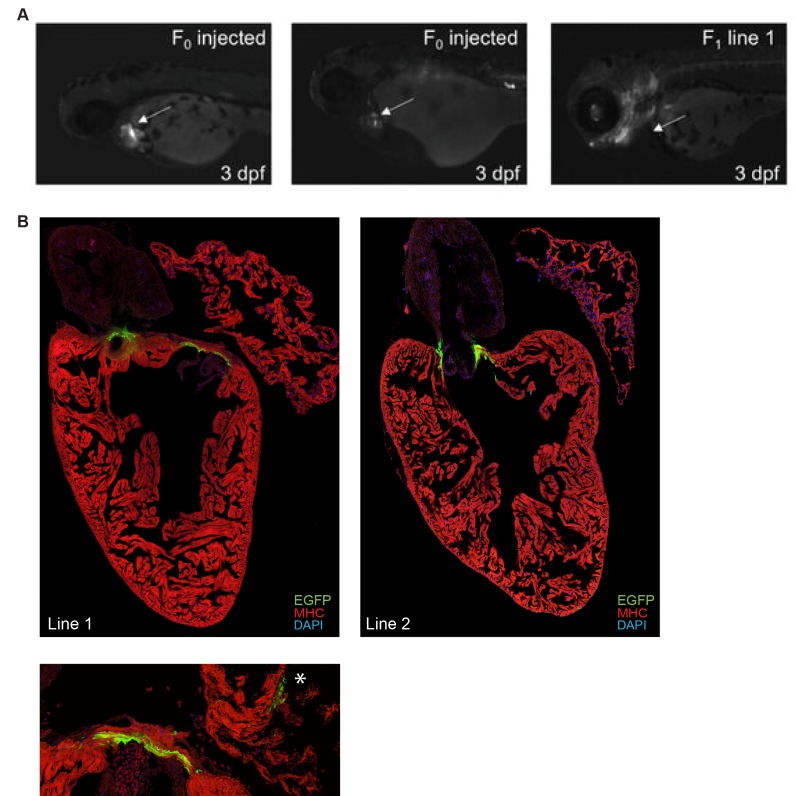
*Ryr2* enhancer shows cardiac expression in 3 days post fertilization (dpf) zebrafish. (**A**) Representative F0 (left) and F1 (right) 3 dpf zebrafish embryos surviving injection with a reporter construct containing the wildtype *Ryr2* enhancer reporter, showing cardiac EGFP expression. Fluorescence was assessed at 3 dpf, after injection of constructs with either wildtype or T-box mutant enhancers. F0 and F1 transgenic zebrafish show cardiac expression of the reporter construct. (**B**) High-resolution images of stable transgenic zebrafish from two independent lines showing myocardial expression of the wildtype *Ryr2* enhancer reporter at 3 dpf. * indicates atrial expression pattern in high-resolution image of line 1 (bottom).

We next examined the enhancer at *Ryr2*, an essential calcium-handling gene component of the *Tbx5*-dependent calcium-handling GO term, for i*n-vivo* activity in zebrafish (Figure 4B). *Ryr2* directed cardiac expression of an EGFP reporter in zebrafish lines with a stably integrated transgene (Figure 4B, Figure 4—figure supplement 2A–B). Adult hearts displayed EGFP expression in cardiomyocytes lining the atrio- and bulbo-ventricular canals. To test whether expression activity was facilitated by T-box motifs, we mutated the seven canonical TBX5-binding sites located within the enhancer, which diminished the frequency of cardiac expression in F_0_ zebrafish microinjected with the transgene construct (67/166 positive for wildtype vs 20/84 positive in the mutant and 5/95 for the *Fos* minimal promoter alone; p = 0.011, OR = 0.46 vs wildtype *RACER*, Fisher's Exact Test) (Figure 4—figure supplement 2A–B). Together, these results indicate that the enhancer at *Ryr2* is sufficient to drive expression in some cardiomyocytes *in vivo* and is promoted by TBX5.

We examined the relationship between *Tbx5*-dependent ncRNA abundance and enhancer activity at the *Ryr2* locus in more detail. We asked whether *Tbx5*-dependent ncRNA abundance could discern *Tbx5*-dependent enhancers among all candidate enhancers marked by TBX5-ChIP at *Ryr2*. Five candidate enhancers were defined by TBX5 ChIP at the *Ryr2* gene, which encodes the cardiac ryanodine receptor, a TBX5-dependent target that is critical for cardiac rhythm (Nadadur et al., 2016) (Figure 4C). The single candidate enhancer marked by significant *Tbx5-*dependent ncRNA abundance showed strong cardiac activity as determined by luciferase assay (Figures 2C and 4D, p = 0.05, two-tailed unequal variance t-test). In contrast, the other candidates showed weaker or no activity in HL-1 cardiomyocytes (Figure 4C,D, p = 0.06, 0.39, 0.02 and 0.002 for Enhancers 1, 2, 3 and 5, respectively; two-tailed unequal variance t-test). This observation suggested that TF-dependent ncRNAs may improve the predictive performance of TF-occupancy-based regulatory element identification.

### *RACER*, a *Tbx5*-dependent lncRNA, is required for *Ryr2* expression

We examined the novel *Tbx5*-dependent lncRNA generated from the *Tbx5*-dependent enhancer at *Ryr2.* We refer to this lncRNA, located 25 kb upstream of the *Ryr2* locus, as *Ryr2* Associated *Cis*-Element RNA (mm9 chr13:12226210–12226916, *RACER*, Figure 4E). We examined the functional requirement of *RACER* for *Ryr2* gene expression. We compared antisense-mediated knockdown of the enhancer-associated lncRNAs versus that of the mRNA in HL-1 cardiomyocytes (Li et al., 2013; Ploner et al., 2009). Control knockdown of the *Ryr2* mRNA caused a 50% reduction in *Ryr2* mRNA abundance. Enhancer ncRNA expression was unchanged (Figure 4F). By contrast, knockdown of the *Ryr2*-enhancer-associated ncRNAs (chr13:12226210–12226916 mm9) caused a 55% decrease in enhancer-associated ncRNA expression and, importantly, a corresponding 50% decrease in *Ryr2* mRNA abundance (Figure 4F). Knockdown of the control *Hprt* mRNA resulted in no significant change in the expression of *Ryr2* mRNA or RACER (Figure 4—figure supplement 1).

We examined the requirement for *RACER* for cardiomyocyte calcium kinetics. We measured the rate of calcium concentration increase using the calcium-sensitive dye Fluo4AM in spontaneously beating HL-1 cardiomyocytes. Calcium increase time represents a measure of RYR2 activity. In untransfected HL-1 cells, β-adrenergic stimulus (1 nM isoproterenol, ISO) caused a dramatic increase in the increase rate of cytosolic calcium transients (rate change from 33.3 ± 7.4 to 84.8 ± 9.9, p<0.05, two-tailed unequal variance t-test). HL-1 cardiomyocytes were transfected with antisense oligonucleotides (ASOs) specific to the *Ryr2* gene, or the *RACER* ncRNA, as described above. Control *Ryr2*-mRNA-knockdown blunted the effect of β-adrenergic stimulus (increase rate change from 34. 8 ± 5.9 to 33.3 ± 7.4 p = NS, Fisher's Exact Test) (Figure 4G,H). Knockdown of *RACER* blocked the effect of ISO, mimicking the effect of direct *Ryr2* knockdown. (increase rate change 49.3 ± 11.3 to 41.0 ± 6.1; p = NS, Fisher's Exact Test) (Figure 4G,H). We conclude that *RACER*, a *Tbx5*-dependent lncRNA at the *Ryr2* locus, is necessary for *Ryr2* gene expression and for normal *Ryr2*-dependent calcium kinetics, a cellular phenotype that is dependent on the *Tbx5*-driven gene regulatory network (Nadadur et al., 2016).

### *Tbx5*-dependent ncRNAs are chromatin-enriched

Enhancer-transcribed ncRNAs may function to stabilize enhancer–promoter contacts by association with chromatin (Li et al., 2016). We therefore determined the sub-nuclear localization of six *Tbx5*-dependent enhancer lncRNAs, including *RACER*, using analyses that compared the chromatin and soluble compartments from nuclear fractionation in HL-1 cardiomyocytes (Werner and Ruthenburg, 2015). We found that the *Tbx5*-dependent lncRNAs were all significantly enriched in the chromatin versus the soluble nuclear fraction (qPCR p<6e-3, n = 3 two-tailed unequal variance t-test) (Figure 4I). By contrast, control RNA from the *Gapdh-*coding region showed no chromatin enrichment. *Xist*, a canonical chromatin-binding ncRNA, served as a positive control and demonstrated a degree of chromatin enrichment similar to that of the examined *Tbx5*-dependent ncRNAs (Figure 4I). Thus, *Tbx5*-dependent enhancer-associated lncRNAs, and notably *RACER*, were tightly localized to chromatin, suggesting a possible direct role in the regulation of their target genes (Li et al., 2013; Lai et al., 2013).

We examined the necessity of *RACER* for RNA Polymerase 2 (Pol2) occupancy at the *Ryr2* promoter as a possible mechanism for its requirement for *Ryr2* gene expression. Knockdown of *RACER* caused a quantitatively significant fall in Pol2 occupancy at the *Ryr2* promoter, suggesting that this enhancer-bourne lncRNA is necessary for recruiting or stabilizing Pol2 at the target gene (Pol2 ChIP enriched vs ctrl locus 8.7 ± 0.79 fold vs 1.6 ± 0.20 fold in knockdown, p = 0.02, two-tailed unequal variance t-test, Figure 4J). There was no change in Pol2 occupancy at the housekeeping gene *Btf3* after *RACER* knockdown (21.3 ± 5.99 fold vs 14.3 ± 4.85 fold, p = 0.46, two-tailed unequal variance t-test, Figure 4J).

## Discussion

### TF-dependent enhancer ncRNAs define a TF-dependent gene regulatory network

Defining TF-dependent gene regulatory networks (GRNs) that include TF-dependent enhancers in health and disease remains a fundamental challenge. Here, we analyze *Tbx5*-dependent ncRNAs to define *Tbx5*-dependent enhancers in a sensitive, quantitative manner. Taken in context, this work contributes to the concepts that enhancer-bourne ncRNAs (1) mark active *cis*-regulatory elements and (2) are essential for *cis*-regulatory element function (Figure 5). Even though we are unsure of the precise mechanism, this phenomenon may be used as a reliable metric of active enhancers. The differential ncRNA approach appears to provide non-redundant data when compared with other current state-of-the-art methods that attempt to define enhancers by proxy, using genomic accessibility (e.g. DNAse-seq or ATAC-seq) or histone status (e.g. H3K27ac). The quantitative correlation between the RNA abundance of the enhancer and that of the target promoter that we observed (Figure 3C) suggests that differential TF-dependent ncRNA-seq may provide a direct readout of differential enhancer function (Figure 5). The quantitative relationship between enhancer ncRNA and target promoter mRNA abundance may have been underestimated, based on the assumption that *Tbx5*-dependent enhancer ncRNAs function at the nearest *Tbx5*-dependent promoters. Future integration of chromosome architecture for the resolution of enhancer-promoter contacts may improve this relationship. Furthermore, efforts to define the mechanisms of action of enhancer-generated ncRNAs will more precisely define the quantitative relationship between the transcriptional output of enhancers and that of their target promoter.

**Figure 5.**
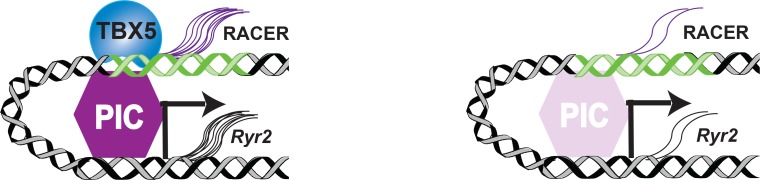
TF-dependent transcription of regulatory elements. mRNA and enhancer transcription occur in the presence of transcription factor (TBX5) through the Transcription Preinitiation Complex (PIC) (left). Loss of the TBX5 results in decreased PIC complex, leading to decreased enhancer ncRNA (RACER) and mRNA (*Ryr2*) transcription (right).

### The mechanism of action of TF-dependent enhancer ncRNAs

TF-dependent lncRNAs such as RACER may be functionally required components of the TF-driven gene regulatory network. The *Tbx5*-dependent enhancer-associated lncRNA *RACER* is required for *Ryr2* expression, tightly associated with chromatin, and required for the recruitment or stabilization of Pol2 binding at the *Ryr2* promoter (Figure 4I). Several lncRNAshave been shown to promote the transcriptional activation of coding genes at a distance, and the mechanisms by which lncRNAs achieve their implicated roles has become a central question (Wang et al., 2011; Rinn et al., 2007; Davidovich and Cech, 2015; Engreitz et al., 2016). Chromatin associated RNAs (cheRNAs) are a recently described class of lncRNAs that are biochemically defined by tight chromatin-engagement as a consequence of their ongoing transcription (Werner and Ruthenburg, 2015). We observed that all validated *Tbx5*-dependent ncRNAs were also cheRNAs (Figure 4I). CheRNAs have been shown to act locally to promote proximal gene transcription in a tissue-specific fashion (Werner and Ruthenburg, 2015; Werner et al., 2017), consistent with the correlation between *Tbx5*-dependent CRE-associated ncRNA expression and *Tbx5*-dependent nearest gene expression. The dependence of target gene transcription on enhancer transcription may be a fundamental aspect of TF-driven cis-regulatory networks (Figure 5).

### *Tbx5*-dependent ncRNA-defined enhancers: a new class of enhancers for cardiac rhythm

Genome-wide approaches to defining gene regulatory networks are essential for the interpretation of human genetic analysis using whole genome sequencing or genome-wide association studies (GWAS). In both cases, ascertaining the functional impact of noncoding single nucleotide polymorphisms (SNPs) is challenging. Novel approaches for the discovery of functionally relevant enhancers on a genome-wide scale are necessary, and recently described approaches have made strides in this arena (Arnold et al., 2013; Kwasnieski et al., 2012; Patwardhan et al., 2012). We applied TF-dependent ncRNA-sequencing to define TBX5-driven enhancers, based on a priori knowledge that TBX5 drives a gene regulatory network for cardiac rhythm homeostasis (Nadadur et al., 2016). We expected that the TBX5-driven enhancers that we identified would help to define a cardiac rhythm network, and consistently, *Tbx5*-dependent ncRNA-defined enhancer targets were highly enriched in GO terms critical for cardiac rhythm (Figure 4). Future efforts will determine whether arrhythmia-associated SNPs are enriched in human enhancers identified by TF-dependent ncRNAs. This approach may contribute to efforts to define the genomic locations and mechanisms underlying noncoding human genetic signals.

## Materials and methods

### Identifying open chromatin

#### ATAC-seq library preparation and sequencing

We cultured HL-1 cardiomyocytes according to published protocols (Neilan et al., 2000). ATAC (assay for transposase-accessible chromatin) protocol was performed as previously described (Buenrostro et al., 2015). Briefly, nuclei were isolated according to published protocols, transposed, and libraries were amplified and normalized with the Illumina Nextera DNA Library prep kit (FC-121–1031) according to the manufacturer's protocols and the methods published by Buenrostro et al. (2015). Libraries were quantitated by the Agilent Bio-analyzer, pooled in equimolar amounts, and sequenced with 50-bp single-end reads on the HiSeq2500 following the manufacturer's protocols.

#### Data analysis

The 50-bp reads were examined by FastQC. About 30–70 million high-quality reads (quality score >30) were sequenced for each sample. All reads for each sample were aligned to the UCSC mouse genome mm9 with Bowtie (v1.0.0) using default settings except (-v 1 -q -m 1). Duplicates, low-quality (Q < 30), and chrM reads were removed, and an index was added by samtools (v 0.1.18). Between 12 million and 26 million high-quality reads per sample that mapped to genomic DNA were retained. Peaks were called for each sample using MACS2 (Zhang et al., 2008) with the parameters ‘--nomodel --bw 200 --bdg’. Overlap peaks identified from three replicates were generated for the downstream analysis. Peaks that mapped to the ENCODE blacklist regions were excluded from the identification. Peak annotation was performed using the Bioconductor package seq2pathway (Wang et al., 2015). All sequencing tracks were viewed using the Bioconductor package Gviz (Hahne and Ivanek, 2016).

### Differentially expressed coding genes identified from RNA-seq analysis

#### Mouse model

Mice were raised according to university protocols (protocol # 71737). 

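In the GENCODE M21 annotation of the mouse genome build GRCm38, Tbx5 (ENSMUSG00000018263.11) lies on the forward strand of chromosome 5 from 119832668 to 119885219. Its transcript Tbx5-201 has 9 exons with 3942 bases in all, and its start codon lies in exon 2 from 119836914 to 119836916. Exon 3 of Tbx5-201 runs from 119838696 to 119838790 and is annotated as coding over its whole length of 95 bases. An exon with the same start is present in each of the 3 annotated transcripts of the gene. In Tbx5-201 the exon covers bases 801 to 895 and reads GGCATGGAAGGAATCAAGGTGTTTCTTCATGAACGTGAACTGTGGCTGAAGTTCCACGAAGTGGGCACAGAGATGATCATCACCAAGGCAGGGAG. Exon 3 makes up 2.41% of the exon bases of this transcript, so a count of reads over the whole gene does not separate transcripts that hold the exon from transcripts that lack it.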

A tamoxifen-inducible Cre recombinase driven by the ubiquitous R26 promoter was used to excise exon 3 of *Tbx5* as previously described (Arnolds et al., 2012). Excision of *Tbx5* was induced by IP tamoxifen for 3 days, 0.167 mg tamoxifen/day. Mice were sacrificed at 1 week post tamoxifen and right and left atrial appendages were dissected.

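RNA from the right atria was sequenced for 4 mice labelled control and 6 mice labelled Tbx5 mutant, each mouse giving 1 library. The labels number the control mice M1, M2, F1 and F2 and the mutant mice M1 to M3 and F1 to F3, with M for male and F for female. Tamoxifen was given at 0.167 mg per day for 3 days, and the mice were killed 1 week later. The paper gives an age of 6 to 8 weeks for the mice of its left atrial RNA. The sample labels of these right atrial libraries give both 6 to 8 weeks and 8 to 10 weeks. The sample labels describe both an mRNA library kit and total RNA from which ribosomal RNA had been removed. The authors deposited the number of reads they counted on each of 23337 genes, the same counts divided by 1 size factor per library, and their own DESeq2 comparison of the groups. The paper's text names an aligner and a genome build for its left atrial RNA-seq libraries, and names neither for these libraries. The counts of a library summed to between 5811516 and 7095141 in the control mice, with a median of 6652159.5, and to between 5703775 and 6816253 in the mutant mice, with a median of 6141280.5. The gene Rn45s, which encodes the 45S ribosomal RNA precursor, took 0.312% to 1.49% of the counts in the control mice and 0.268% to 0.582% in 5 of the mutant mice. In mutant mouse M3 it took 38.9% of the counts (95% Wilson interval 38.87% to 38.95%, which covers counting error only), leaving 3484550 counts on other genes. As a check for repeated libraries within a group, the chi-square statistic per degree of freedom of the counts was at least 3.78 in each of the 21 pairs. Reads of Xist, which is transcribed from the inactive X chromosome, numbered 10149 and 7850 in the control mice labelled male (M1 and M2) and 5 and 14 in the control mice labelled female (F1 and F2). Reads of the Y-linked gene Ddx3y numbered 0 in both control mice labelled male and 1319 and 1124 in those labelled female. In the mutant mice Xist numbered 6751 to 7254 in those labelled female and 2 to 14 in those labelled male. Starting from the deposited counts, libraries were scaled by edgeR's TMM method and the groups compared by edgeR's quasi-likelihood test over the 13084 genes that passed its expression filter. The choices that could change the numbers are the scaling, the filter on low counts and the use of sex as a covariate, and each was varied.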

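Tbx5 was counted in all 10 right atrial libraries, with 1195 to 1505 reads in the mice labelled control and 1010 to 3524 in the mice labelled Tbx5 mutant. Scaled to the library, Tbx5 was at 205 ± 17.8 CPM, the counts scaled to the library size (SD, n = 4) in the mice labelled control and at 394 ± 83.3 CPM (SD, n = 6) in the mice labelled Tbx5 mutant. The log2 fold change was 0.94 (standard error 0.15, computed as the log2 fold change over the square root of the F statistic, adjusted p = 0.000495 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 6 mice labelled Tbx5 mutant had a higher value than every mouse labelled control (two-sided exact permutation test, p = 0.00952, the smallest that 4 mice against 6 allow). The difference of the means was larger than the SD of either group. With each mouse left out in turn, the log2 fold change stayed between 0.89 and 1.02. The setting that moved it most was the mice labelled male only, where it was 0.70 with an adjusted p of 0.0549 from the same test, against adjusted p from 2.95e-08 to 0.0549 over all 29 alternatives.

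**Figure D1:**
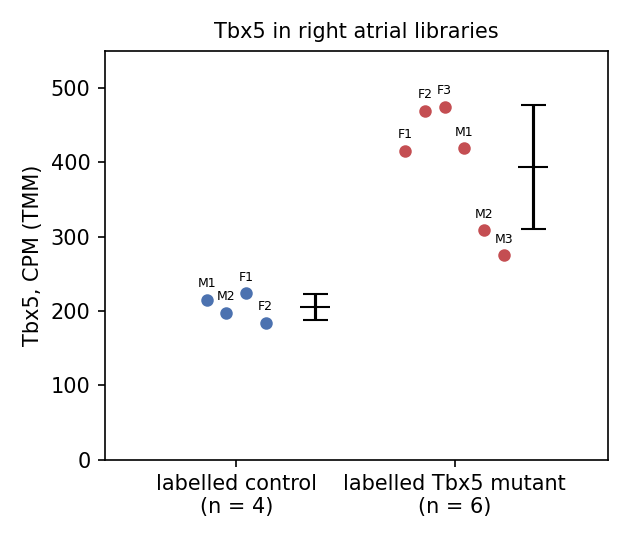
Tbx5 in each right atrial library in CPM after TMM scaling (y axis), by the group on the label (x axis); each point is 1 mouse with its label's number, and the bar with whiskers to its right is the mean ± SD. The mice labelled control lie between 184 and 224 and the mice labelled Tbx5 mutant between 275.0 and 475.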

#### RNA extraction

The left atria of these 6‐8 weeks old mice were mechanically homogenized in TRIzol Reagent (Invitrogen), chloroform was added, the aqueous phase was isolated, ethanol was added, and then RNA was isolated using RNeasy Mini Column (Qiagen).

#### RNA-Seq library preparation

Libraries were prepared from this RNA starting with 1 g per sample and using the mRNA‐seq Sample Prep Kit (Illumina) as per recommended instructions. After Ribozero purification and removing only ribosomal RNA, barcoded libraries were prepared according to Illumina's instructions (2013) accompanying the TruSeq RNA Sample prep kit v2 (Part# RS‐122‐2001). Libraries were quantitated using the Agilent Bio‐analyzer (model 2100) and pooled in equimolar amounts. The pooled libraries were sequenced with stranded 50-bp single-end reads on the HiSeq2500 in Rapid Run Mode following the manufacturer's protocols (2013).

#### Data analysis

The left 3 bp of the sequencing reads were trimmed due to their unexpected lowest quality score among all the 50 bp reads. About 62–72 million high-quality reads (quality score >30) for each sample were obtained. Fastq files were aligned to build GRCm38.p3 of the mouse genome provided by the GENCODE Consortium (mm10). Transcript alignment was performed using TopHat (version 2.0.10, using the parameters --segment-length 24 --segment-mismatches 2 --no-coverage-search). Reads mapping to the mitochondrial genome were excluded. Between 43 million and 48 million successfully mapped reads were analyzed for differential expression using the R package DESeq (Anders et al., 2013). Significance was considered when FDR was <0.05 and fold change was >1.5. To ensure cardiac expression, we additionally required a normalized mean value in the widetype group >1.

### Differentially expressed noncoding RNAs identified from RNA-Seq analysis

#### RNA-Seq library preparation

Total RNA was extracted by TRIzol Reagent (Invitrogen), followed by ribosomal and polyA depletion. After RiboZero purification and oligo-dT depletion, RNA Barcoded Libraries were prepared according to Illumina's instructions (2013) accompanying the TruSeQ RNA Sample prep kit v2 (Part# RS‐122‐2001). Libraries were quantitated using the Agilent Bio‐analyzer (model 2100) and pooled in equimolar amounts. The pooled libraries were sequenced with 50-bp stranded single-end reads on the HiSEQ4000 in Rapid Run Mode following the manufacturer's protocols (2013).

#### Data analysis

The left 3 bp of the fastq sequencing reads were trimmed due to their unexpected lowest quality score among all of the 50-bp reads. About 92–135 million high-quality reads (quality score >30)reads for each sample were obtained. Fastq files were aligned to build GRCm38.p3 of the mouse genome provided by the GENCODE Consortium (mm10). Transcript alignment was performed using TopHat (version 2.0.10) as previously described (Trapnell et al., 2009) and between 89 million and 129 million reads were successfully mapped. De novo assembly was performed by Cufflinks (version 2.2.1, with parameters –g --frag-bias-correct --multi-read-correct --upper-quartile-norm), as it can recover transcripts that are transcribed from segments of the genome that are missing from the current genome assembly. Featurecount was performed using Rsubread. Analysis of differential expression was performed using a count-based differential expression analysis strategy for RNA sequencing and normalized using the R package DESeq (Anders et al., 2013). False discovery rate (FDR) was calculated after removing the coding-gene counts. Significance was considered to have been reached when FDR was <0.05 and fold change was >1.5. We defined unidirectional transcripts as those transcribed from one strand and bi-directional transcripts as those transcribed from both strands. The mm10 genomic coordinates of identified noncoding transcripts were lifted over to the mouse mm9 genome when overlay with identifeid or published enhancer regions. 

### Associating ncRNAs and regulatory elements

We observed that around half of the identified TF-dependent ncRNAs were contiguous to rather than directly overlapping with called open chromatin regions. To capture these ncRNAs, we expanded the definition of 'co-localization’ of ncRNAs and enhancers to include sequences that reside with less than 1 kb between their centers of regions. Compared to edge-to-edge distance control, this strategy counts two adjacent short regions but excludes two adjacent long regions. As longer regions have more chance to overlap with each other directly, this strategy adjusted the bias introduced by the width of the called peaks.

### Simulation study on ncRNAs local to coding genes that were TF-dependent

The null hypothesis is that TF-dependent ncRNAs and genes are randomly localized across the whole genome. To test this hypothesis, we ran *n* = 1000 simulations. In each simulation run *i*, we randomly sampled *x* ncRNAs from the 40.5K noncoding transcript background and *y* genes from the mouse genome, termed set {X} and set {Y}, respectively. We then counted the number of ncRNAs in the set {X} within the 2-Mb window of any genes within set {Y}, and recorded it as *a_i_*. A is the observed count of TF-dependent ncRNAs within the 2-Mb window of TF-dependent genes. An empirical p-value was estimated for TF-activated and TF-repressed ncRNAs, respectively (Equation 1), let the expression marked by |.| be the total number of counts meeting a given criteria.

(1) $$Pvalue=\frac{\sum_{i=0}^{n}|a_{i}\geq A|}{n}$$

### Simulation study on open chromatin regions that were TF-dependent

To test the 3067 TBX5-dependent ncRNAs for enrichment in chromatin open regions, we randomly sampled 3067 regions from the background of total identified chromatin open loci from atrial HL-1 cells (16,000). We estimated how many regions would be Tbx5-dependent enhancers (*k*) by chance alone. We repeated the simulation n (10,000) times, and each time, *k* estimated from the simulation (range from 13 to 68) was far less than the observed value A (161, Figure 1—figure supplement 4). This provided an empirical p-value of p<0.0001(Equation 2).

(2) $$Pvalue=\frac{\sum_{i=0}^{n}|k_{i}\geq A|}{n}$$

Specifically in this simulation, we allowed a separation of 500 bp between the ATAC peak and noncoding transcripts to define overlap. We observed 161 candidate *Tbx5*-dependent enhancers (using the R function subsetByOverlaps). Note that in rest of this study, we overlapped chromatin accessible regions (DNAse or ATAC) with noncoding transcripts as those within a 1-kb windowfrom peak-centers (using an in-house Python script), which reported 152 *Tbx5*-dependent enhancers. The subsetByOverlapsends function with a separation of 500 bp found all of the regions that the peak-centers strategy found, but the subsetByOverlapsends function is more friendly to perform and thus was applied for these simulations.

### Combined Pi-score to quantify significance of differential expression

To prioritize differentially expressed genes together with their cis-regulatory elements, we designed a computational method called a ‘combined Pi-score’. Previously, the Pi-score has been proposed to improve the prioritization of differentially expressed genes by combining expression fold-change and statistical significance (i.e. the p-value) (Xiao et al., 2014). We modified the original Pi-score to fit the current data distribution (Equation 2).

(3) $$\pi_{i}=\varphi_{i}∙\left(-{log}_{10}P_{i}\right)$$

where side effect $\varphi_{i}$ was either the fold-change when fold-change is finite, or was an assigned value ±X representing the edging values of all finite fold-changes when fold-change is infinite. Here, we averaged the Pi-score of a ncRNA *i* and the Pi-score of its gene target to calculate the combined Pi-score (Equation 3). In this study, different strategies to select the target genes of an ncRNA were compared.

(4) $${c\pi }^{i}=[{\pi_{ncRNA}^{i}+max(\pi_{target}^{i})]/2}^{}$$

Briefly, we calculated the Pi-score for both the noncoding transcriptome and the coding transcriptome and compared the combined Pi-scores of two models of ncRNA targeting. The ‘nearest mapping’ model assumes that ncRNAs identify enhancers that regulate the nearest target gene, the ‘broader mapping’ model assumed that all potential TBX5-dependent target genes within a window of 2 Mb could be the targets of an enhancer.

### Motif enrichment analysis

We tested the motif enrichment for the identified enhancers as well the whole set of chromatin-accessible regions in HL1 cells. 637 pre-compiled threshold-free position weight matrices (PWM) for mouse from the Bioconductor package MotifDb were downloaded for testing. Motif enrichment was calculated using the threshold-free affinity scoring algorithm with a lognormal distribution background (Frith et al., 2004). Significance was considered when p<0.05 and the enrichment score was >1.

### Functional enrichment of gene targets of enhancers

A background corrected Fisher’s Exact test was performed using the Bioconductor package Seq2pathway (Wang et al., 2015). The functional enrichment test was examined against 253 Gene Ontology Biological Process (BP) terms that have directevidence and are annotated to less than 1000 gene members. Significance was considered when FDR was <0.05 and the score of the odds ratio was >1.

### Landscape for mouse heart enhancer marks

The genome-wide landscape of H3K27Ac in whole mouse adult heart was called by macs2 and shared by the authors (GSE52123) (He et al., 2014). Two biological replicates and 44,707 regions were commonly marked by H3K27Ac. The footprinting for DNase I hypersensitive sites in whole mouse adult heart was downloaded from ENCODE/University of Washington (Stergachis et al., 2014). Transcription factor and P300 landscapes in HL1 cardiomyocytes were downloaded from GEO (GSE21529) (He et al., 2011).

### Retrieving phastCons sequence conservation scores

The phastCons30 sequence conservation scores were retrieved by querying against the UCSC Table Browser using the Bioconductor package rtracklayer (Lawrence et al., 2009). An average score was calculated for each selected region, removing the NA values. For certain large classes of genomic regions, such as lincRNAs or open chromatin regions, we randomly sampled 2000 regions first, and then retrieved the conservation scores for each sampled region to represent the features of the whole class.

### Meta-gene analysis

To compare the accessibility of chromatin at selected regions for groups of features (Figure 1A), meta-gene analysis was performed using the Bioconductor package metagene (v 2.2.1). Multiple combinations of groups of features were compared in a single analysis, and BAM files instead of the peaks produced by peak callers were used to increase the sensitivity. Briefly, four steps were performed for meta-gene analysis. (1) The read coverages of all selected regions were extracted from BAM files and normalized to reads per million aligned (RPM). (2) We binned the position of each selected region with a size parameter of 50 bp, and calculated the averaged RPM within each bin. (3) We estimated the confidence interval of each binned position using bootstrapping. (4) And finally, we plotted the mean value as a line and the estimation as a ribbon.

The same analysis was also performed to compare the TF-dependent expression at selected regions for groups of features (Figure 3A).

### 4C experiments

4C-seq was performed as described previously (van de Werken et al., 2012). In short, HL-1 cardiomyocytes were collected and cross-linked with 1% formaldehyde in PBS with 10% FCS for 10 min at room temperature, nuclei were isolated and cross-linked DNA was digested with a primary restriction enzyme recognizing a 4-bp restriction site (DpnII), followed by proximity ligation. Cross-links were removed and a secondary restriction enzyme digestion (Csp6I) initiated, followed again by proximity ligation. For all experiments, 200 ng of the resulting 4C template was used for the subsequent PCR reaction, of which 8 samples (total: 1.6 µg of 4C template) were pooled and purified for next-generation sequencing.

Sequencing reads were aligned using bowtie2 (v2.2.5 with parameter -q set to 1) and processed as described previously (van de Werken et al., 2012). In short, reads are mapped to a restricted mouse reference genome (mm9), consisting of sequences directly flanking the 4C primary restriction enzyme site (DpnII), called 4C frag-ends. Non-unique frag-ends are discarded in subsequent analysis. After mapping, the highest-covered frag-end was removed from the dataset in the normalization process and data were read-depth normalized to 1 million aligned intrachromosomal reads. 4C-Seq coverage profiles were calculated as ‘running means’, i.e. coverage averages of 21 consecutive 4C frag-ends.

### Nuclear fractionation for assessing chromatin enrichment

Fraction of HL-1 nuclei was performed as previously described Werner and Ruthenburg, 2015. In short, ~15 million cells from three different populations were lysed with 0.1% Triton X-100 and nuclei were pelleted 1300 x g for 12 min, 4°. Nuclei were re-suspended in 250 µl NRB (20 mM HEPES pH 7.5, 50% glycerol, 75 mM NaCl, 1 mM DTT, 1 x protease inhibitor cocktail), and then an equal volume of NUN buffer (20 mM HEPES, 300 mM NaCl, 1 M Urea, 1% NP-40 substitute, 10 mM MgCl_2_, 1 mM DTT) was added and cells were incubated for 5 min on ice. After centrifugation (1200 x g, 5 min, 4°C), RNA from the supernatant (soluble nuclear extract) and chromatin (pellet) were extracted using Trizole, purified on Zymo RNA Clean and Concentrator columns, and then converted to cDNA using random hexamer primers and High Performance MMLV Reverse Transcriptase from Epicentre. qPCR was then performed using SYBR green master mix (Life Technologies), with 18S rRNA (F primer: CGCAGCTAGGAATAATGGAATAGG, R primer: GCCTCAGTTCCGAAAACCAA) as an internal standard for both fractions.

Quantitative PCR was performed using the Power SYBR Green master mix (Life Technologies) on a CFX384 Touch Real-Time PCR Detection System (BIO-RAD). qPCR data were analyzed using the ΔΔCt method. Averages (arithmetic mean) of target noncoding RNA Ct values from three or more technical replicates were normalized to the geometric mean of the reference genes *eEF2*, *LRC8*, and *eIF3 subunit 5* (Kouadjo et al., 2007). For each independent sample, the resulting ΔCt values were used to compute fold-changes between the chromatin-enriched and soluble nuclear fractions (ΔΔCt). Error bars correspond to uncertainty in the chromatin pellet extract ΔCt values used for fold chromatin enrichment calculation, reflecting the only variance from qPCR technical replicates, calculated as the quadrature sum of the target noncoding RNA Ct values’ standard deviation and uncertainty in the normalization reference value. This latter uncertainty was calculated as the quadrature sum of the standard error of each reference gene’s raw Ct value distribution across qPCR technical replicates.

### Relative luciferase activity

Luciferase response assays were performed as previously described (Nadadur et al., 2016). Candidate regulatory elements were amplified from C57/B6 mouse genomic DNA or synthesized via Gibson Assembly. Sequence was verified and then cloned into the pGL4.23 enhancer luciferase response vector with a minimal promoter. HL-1 cardiomyocytes were co-transfected with luciferase response vector and a pRL control using Lipofectamine 3000, cultured for 48 hr after transfection, then lysed and assayed using the Dual-Luciferase Reporter Assay system (Promega).

### Transgenic zebrafish

Mouse *RACER*-associated sequences were cloned upstream of the mouse minimal *c-fos* promoter and *EGFP*. Fertilized one-cell zebrafish embryos were microinjected with DNA and Isce I as described previously (Goldman et al., 2017). To test whether expression patterns were due to insertional effects, we analyzed two independent stable lines, finding that they had similar expression patterns. The full name of the transgenic lines are *Tg(mRyrENfos:EGFP-L1)^pd305^* and *Tg(mRyrENfos:EGFP-L2)^pd306^*. For predicted TBX5-binding sites, we compared wildtype enhancers or enhancers with the seven T-box motifs mutated with a construct containing the minimal promoter driving EGFP alone. Fluorescence was assessed in (F_0_) after microinjection at 3 days post fertilization (dpf).

### Antisense-mediated knockdown

Custom antisense oligonucleotides (ASOs) were designed and synthesized by IDT. Pooled ASOs were transfected with Lipofectamine 3000 into HL-1 cardiomyocytes at a concentration of 10 nM. Cells were sorted into transfected and non-transfected populations by flow cytometry based on co-transfection with a vector encoding mCherry. ncRNA expression, *Ryr2* coding transcript, and calcium kinetics were measured. ASOs against the *Ryr2* lncRNA were: 5'-CCCTTCATATCACGTTGGAA-3', 5'-ATCACCTGCCCTGGTTCTTT-3', 5'-TATGATCACCTGCCCTGGTT-3' and 5'-CTTCATGCTTATCTGACAAG-3'. Antisense oligos against the *Ryr2* mRNA were 5'-CGATGTCCTTGGCAGGCTCA-3', 5'-CATCGTCCATGTGGCCTTCG-3', 5'-ATTCATCCATGTGCCCATGC-3', 5'- GTCTGTCCCACTGGCCTTTG −3', and 5'- ATGTCTGGCGTGTCACCATC −3'.

### Calcium transient measurement

Cytosolic [Ca^2+^]_i_ was measured with the high-affinity Ca^2+^ indicator Fluo-4 (Molecular Probes/Invitrogen) using a laser-scanning confocal microscope (Zeiss LSM 510) equipped with a × 63/1.40 NA oil-immersion objective lens. HL-1 cells were sorted and plated on coated coverslips and incubated at room temperature with 10 µM Fluo-4/AM for 15 min in normal Tyrode’s solution containing: 140 mM NaCl, 4 mM KCl, 10 mM glucose, 10 mM HEPES, and 1 mM MgCl_2_, 1 mM CaCl_2_, with pH 7.4 using NaOH, followed by a 10 min perfusion wash with Tyrode (at 37 ˚C) without Fluo-4 before recording. Fluo-4 was excited with the 488 nm line of an argon laser and fluorescence was measured at >515 nm. Spontaneous Ca^2+^ transients were acquired in line-scan mode (3 ms per scan; pixel size 0.12 µm). Ca^2+^ transients are presented as total fluorescence intensity normalized to resting fluorescence (F/F_0_) during steady-state conditions before field stimulation. Cells were recorded at baseline, then isopropteranol was perfused to a final concentration of 1 nM and calcium transients were recorded again.

How the deposited data were processed for this re-analysis (not part of the article)

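Right atrial RNA-seq from 10 mice was analysed, 4 labelled control and 6 labelled Tbx5 mutant. The RNA-seq results of the paper come from left atrium, which was not analysed here, so that values of the right atrium stand beside no left atrial result. The gene targeted in these mice, Tbx5, had more reads in the mice labelled Tbx5 mutant than in the mice labelled control. The groups are therefore named by their labels, and every direction is given relative to the labels.

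The authors deposited 1 table for the series. It holds the counts of reads per gene in each library, whole numbers without normalization. It also holds a signal per gene and library, which the authors made by dividing each count by 1 DESeq2 size factor per library, and the mean of that signal over the 10 libraries. The remaining columns are the authors' own DESeq2 comparison: a log2 fold change with its standard error, the Wald score that is the log2 fold change over that error, a p-value and its Benjamini-Hochberg adjusted p-value, and the fold change as a linear ratio, all as deposited. The aligner, the counting program, the genome build and the gene annotation of these libraries are not named in the paper's text. The genes are listed by symbol. All columns of per-library values belonged to one of the 10 samples.

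The total count per library was between 5703775 and 7095141. A share of 3 counts, the smallest taken as detectable, is between 4.23e-05% and 5.26e-05% of a library. Reads carry no molecular identifiers, so intervals and floors cover counting error only.

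Counts were analysed with edgeR 4.0.16 in R 4.3.3: genes were kept by its expression filter, libraries were scaled by TMM, and the groups were compared with the quasi-likelihood test over all 10 libraries without covariates. The prior count was 0.125. A gene was called when its Benjamini-Hochberg adjusted p was under 0.05, its fold change was over 1.5 in either direction and the mean of the authors' normalized signal in the mice labelled control was over 1, the thresholds the paper uses for coding genes. The standard error of a log2 fold change was taken as its size over the square root of the F statistic. Values of single genes are CPM, counts scaled to the TMM library size, with the SD over mice, and were also compared by a two-sided exact permutation test over all 210 splits of 4 mice against 6. The interaction of genotype and sex was tested in the same kind of fit. Counts were simulated from these libraries, with 200 of 12965 genes changed by a fold of 2. On them the edgeR fit recovered 180 of the changed genes in the right direction and made 5 other calls. The changed genes were drawn only from genes above a lowest mean count, so this recovery does not cover genes with few reads.

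Alternatives set before the data were examined were another prior count or pseudocount (0.1 and 5), no filter but a mean over 0, a mean count of at least 50, limma 3.58.1 without a trend, quantile normalization, upper-quartile scaling, sex as a covariate, a block for the replicate number, DESeq2 1.42.0, each labelled sex alone, each library left out in turn, an adjusted p under 0.01, and a fold change over 2 or none. limma was run on log2 CPM with a prior count of 1. Added after the data were seen were the authors' size factors, the counts without Rn45s, limma with a trend, sex with the labels of the control mice exchanged, and the removal of each library's trend on transcript length or GC content. That removal used a lowess curve with a span of 0.4 fitted to each library's deviations from the gene means, entered as offsets. On counts simulated with a length trend in 6 libraries, it brought the Spearman correlation of log2 fold change with length over 12979 genes from -0.69 to -0.01.

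Transcript length, GC content and shared sequence came from the longest transcript of each symbol in GENCODE M21, found for 22869 of the 23337 genes. Biotypes and neighbouring genes came from the RefSeq table of GRCm38.p6, matched by symbol or unique synonym for 23087 genes. The build behind the deposited table is not known, so coordinates are given only for Tbx5, from GENCODE M21. For the share of noncoding genes near a coding gene called in the same direction, a simulation modelled on the paper's was run, with 1000 random draws of as many tested noncoding and coding genes and a window of 2 Mb between gene midpoints. It differs from the paper's in that both directions share 1 p-value, the draws come from the genes tested here and the observed value is counted among the draws. In simulated calls over the same genes, this permutation test gave p = 0.261 for 60 random noncoding calls and p = 0.000999, the smallest 1000 draws allow, for 60 calls placed beside coding calls of the same direction.

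The genes named were taken from Tbx5, the list of genes from the paper's figures and a list of sex, tissue and blood genes, both written before the data were examined, and the 5 largest falls and 5 largest rises among called genes for which every mouse labelled Tbx5 mutant lay beyond every mouse labelled control. Genes named from outside these are said to be chosen after their values were seen. The pairing of the groups by replicate number comes from the labels only; same-numbered mice are different animals.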

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

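The tests of gene length, GC content, 45S ribosomal RNA, sex labels and tissue markers were chosen after the results they bear on had been seen. What the splits of the libraries would show was also written down after their outcome had been seen, although the test itself was required in advance.

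The paper reports no RNA-seq result for the right atrium, and the right atrial libraries held a large difference between the labelled groups. Of 13084 genes tested, 2049 passed the thresholds, 937 lower and 1112 higher in the mice labelled Tbx5 mutant, while the median log2 fold change of all tested genes was -0.005. With each library's trend on transcript length removed, 1657 of the 2049 genes were called again in the same direction, and with the trend on GC content removed 1931 were. These corrections brought the Spearman correlation of log2 fold change across genes from -0.32 to 0.0065 with length and from 0.11 to -0.00048 with GC content, so neither trend accounts for most of the calls. Without mutant M3, whose counts are rich in Rn45s, 1865 of them were called again, and under quantile normalization 1913 were. A single factor per library moves all its genes alike and so does not account for calls in both directions around that median. Of 100 splits of the 10 libraries into 4 and 6, the real one included, 1 gave as many calls (the real one), and the largest number of calls in any of the others was 2. The same held for the genes lower, where 1 of 100 splits gave as many and the others at most 2, and for the genes higher, where 1 of 100 did and the others gave 0. Among the 16 of these splits that part all 4 same-numbered pairs as the real split does, 1 gave as many calls in all, lower and higher, but 16 splits cannot give a share under 0.0625. The other 84 splits keep at least 1 same-numbered pair together. No sequencing batch or date is given for these libraries.

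Tbx5, the targeted gene, went against the labels: its log2 fold change was 0.94 and it was higher in 6 of 6 mice labelled Tbx5 mutant than in every control mouse. An exchange of the group labels would be expected to raise the 8 genes that a figure of the paper marks as lower in mutant left atrium, whereas all 8 were lower in the mice labelled Tbx5 mutant, as were 18 of the 19 genes its figures name, although in another tissue. Scaling by a factor per library moves all genes alike and does not account for it, since Tbx5 stood 0.95 above the median log2 fold change of all tested genes. Transcript length did not either, since with that trend removed the log2 fold change was 0.97. The gene count cannot show the excision itself, because exon 3 makes up 2.41% of the exon bases of the longest annotated transcript. That leaves a transcript without exon 3 that is still made, or made in larger amounts, as a candidate explanation, which counts per gene cannot test.

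The interaction of genotype and sex was past an adjusted p of 0.05 from edgeR's quasi-likelihood test for 38 genes with the sex labels as given. The 5 genes of the sex check, Xist, Uty, Eif2s3y, Kdm5d and Ddx3y, held the first 5 ranks. Both control mice labelled male had 7850 or more reads of Xist and none of Ddx3y, and both control mice labelled female had at most 14 reads of Xist and at least 1124 of Ddx3y. The 6 mutant mice had the reads their labels lead one to look for. With control sex labels exchanged, 1 gene had an interaction past the same threshold (Sfrp2, named after its values were seen, log2 interaction 2.00, adjusted p = 0.0355). Genes with an unadjusted p under 0.05 numbered 1189 with the exchange, against 1364 with the labels as given. That number fell little, so the exchange bears mainly on the adjusted calls. A mixture of samples was tested as well: mixed samples would carry both kinds of gene, and 0 of the 10 libraries held both Xist and the Y-linked genes at more than 5% of the highest level. The adjusted interaction calls by the labels therefore go with an exchange of sex labels among the control mice. Each group holds both sexes under either reading, and the exchange leaves the comparison of the labelled genotypes without covariates as it is.

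The share of 45S ribosomal RNA was 38.9% in mutant M3, against 0.268% to 0.582% in the other mice labelled Tbx5 mutant, far from the others of its group. The number of genes detected was also lowest there, 15392 against 16100 to 16322, in a library with 3484550 counts outside Rn45s. The median Spearman correlation of its log2 values with those of its group, across genes, was 0.979, but it lay between 0.976 and 0.983 in all 10 libraries and so could hardly show a departure. Its trend on transcript length, with a correlation of -0.380, was the lowest of the 10. Ribosomal RNA left in this library cannot be told apart from more of the 45S precursor in this mouse. Without mutant M3, 1960 genes were called, 1865 of them among the 2049. No biological explanation was tested.

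Of 109 groups of values tested for a single mouse far from the rest, 13 stood out, and chance gives about 5.5. Of these, 4 lay in mutant M2 and 3 in mutant M3, including both described above. In mutant M2, Adipoq was at 9.03 CPM against at most 1.20 in the other mutant mice, Cidec at 6.84 against at most 0.666 and Plin1 at 4.51 against at most 0.631. Adipose tissue in the sample is a candidate explanation. Of the 4 adipocyte genes on a list written before the data were examined, 3 were highest in mutant M2. Ucp1 was not, but its 9 reads over all libraries are too few to count against adipose tissue. The 3 genes are also those that stood out, so the test leaves the explanation open. Tnc was at 127 CPM in mutant M2 against 36.1 to 66.4. Without mutant M2, 1807 genes were called.

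Single mice stood apart from their group at 7 other values. Plin1 was at 1.82 CPM in control M2 against at most 0.286, Vdr at 15.5 in mutant F3, which is 111 reads, against at most 9.99 and Cacna1s at 2.91 in mutant M1 against at most 1.91. Irx4 was at 0.158 CPM in mutant F1, which is 1 read, Isl1 at 0.941 in control F1, which is 6 reads, 1700055N04Rik at 0.545 in mutant M3, which is 2 reads, and Hist1h2bm at 0.406 in control F2, which is 3 reads. Values of 3 reads or fewer have no order at this depth. No explanation was tested for these.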

How the results depend on the processing

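Of the alternatives, the size factors, the removal of Rn45s, limma with a trend, the exchanged sex labels, the corrections for gene length and GC content, and the noncoding genes without overlap were chosen after the data had been seen. The others were set before the data were examined.

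The number of genes called was 2049, 937 lower and 1112 higher in the mice labelled Tbx5 mutant. It stayed within 1.5 times of each of these under changes of pseudocount, scaling, covariates, test, adjusted p threshold, and gene length or GC correction, and with either labelled sex alone. No gene was called in opposite directions by the fit without alternatives and by any of the 32 alternatives. With a mean count of at least 50, 1284 genes were called, 653 of them higher, out of 9983 tested. With a fold change over 2, 906 genes were called, 367 lower and 539 higher, and 4 of the 19 genes named in the paper's figures were called lower in place of 10. With no fold change threshold, 4096 genes were called, 1967 lower and 2129 higher. Across the 10 fits that each left out one replicate, the calls went from 1807 to 2205, the genes lower from 824 to 1076, the genes higher from 983 to 1164, and the genes of the paper's list called lower from 8 to 11. The lower genes made up 45.7% of the calls, and between 40.5% and 49.1% under the alternatives. Another prior count in edgeR moves log2 fold changes and not p-values, so it tests only the fold change threshold.

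Same-numbered mice of the 2 groups are different animals. The correlation of their deviations from the group means was -0.0071 on average over the 4 same-numbered pairs and 0.00129 over the 20 other pairs, so the numbers do not pair the libraries. With the replicate number as a block, 1957 genes were called, 903 lower and 1054 higher, 10 genes of the paper's list were called lower, and Tbx5 had a log2 fold change of 0.96. With the replicate block and the correction for gene length together, 1754 genes were called.

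Tbx5 was higher in the mice labelled Tbx5 mutant under all 29 alternatives, with log2 fold changes from 0.70 to 1.15, and its adjusted p was under 0.05 in 28 of them. With the mice labelled male only, its log2 fold change was 0.70 and its adjusted p 0.0549, with a range of 2.95e-08 to 0.0549 over the alternatives; the cause was not tested. That fit sets 3 mutant mice against 2 control mice whose sex-linked genes go against their label.

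Of 25 other genes followed through the alternatives, 17 kept their direction and their side of an adjusted p of 0.05 in every one that tested them, among them Ryr2, Atp2a2, Sln and Vdr. In the other 8 genes, 35 fits were weaker and 4 reversed. Of the weaker ones, 18 were of Scaf11 and 13 of Isyna1, whose adjusted p lay just under 0.05. Hcn4, Tbx3, Syde2 and Bmp10, all called lower, had 1 weaker fit each. With the mice labelled male only, the adjusted p was 0.167 for Hcn4, 0.196 for Tbx3 and 0.0697 for Syde2. With the mice labelled female only, it was 0.159 for Bmp10. Cacna1s, with a log2 fold change of 0.12, was at -0.020 under quantile normalization and at -0.020 with the mice labelled female only, and went from -0.083 to 0.22 across the 10 fits that each left out one replicate, within its standard error of 0.29. Wrn, at -0.22, was at 0.0043 with the replicate block and gene length correction. The cause was not tested for these.

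The number of genes with an interaction of genotype and sex was 38. It was 11 with limma without a trend and 1 with control sex labels exchanged, and went from 26 to 64 across the 6 fits that each left out one mutant replicate. No fit left out a control replicate, since that leaves 1 mouse of a labelled sex. The pseudocounts cannot move this number in edgeR.

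The share of called noncoding genes near a coding gene called in the same direction was 78.1%, under the mean of random draws. With a window of 0.5 Mb it was 55.2%, above the mean of its draws, and with coding genes at a fold change over 2 it was 56.25%, also above. The p of these permutation tests stayed above 0.05, at 0.689 and from 0.0729 to 0.917 over the 3 alternatives.

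Depth limits the genes with few reads: a group whose libraries hold 3 reads or fewer of a gene gives only a lower bound for its fold change, as for 1700055N04Rik, Bmp3, Hist1h2bm and Pbk.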

Other observations

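Tests of cell cycle and leukocyte genes used lists written after cell cycle genes had been seen among the largest rises. The other tests were also chosen, or what they would show written down, after the results they bear on had been seen, except those of low expression and of unspliced RNA for the noncoding genes, which were set down after the direction of those genes had been seen but before the tests were run. The test of noncoding genes near coding genes was designed before the data were examined.

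The paper's figures name 19 genes beside its Tbx5-dependent noncoding transcripts of the left atrium. In the right atrium, 18 of these were lower in the mice labelled Tbx5 mutant, and 10 passed the thresholds when adjusted over all genes tested, or 11 when adjusted over the list alone; 1 of 100 splits of the libraries gave as many called lower (the real one), and the others gave 0. The same was true among the 16 splits that part all same-numbered pairs, where 1 did. The 8 that Figure 1—figure supplement 3A marks as lower in mutant left atrium were all lower here. Ryr2 was at 5328 ± 564 CPM (SD, n = 4) in control mice and 1701 ± 469 (SD, n = 6) in the mice labelled Tbx5 mutant, a log2 fold change of -1.65 (standard error 0.19, adjusted p = 2.99e-05 from edgeR's quasi-likelihood test). Atp2a2 had a log2 fold change of -1.04 (standard error 0.14, adjusted p = 0.000152 from the same test), Sln of -0.98 (standard error 0.15, adjusted p = 0.000264) and Vdr of -1.66 (standard error 0.24, adjusted p = 0.000232). Each of these 4 was lower in 6 of 6 mice labelled Tbx5 mutant than in every control mouse. Others called lower included Pkd2l2 at -1.22, Pkdrej at -0.92, Syde2 at -0.78, Ift81 at -0.67 and Max at -0.64. Of the 8 that were lower but not called, Atp2b2 at -1.19 had an adjusted p of 0.0923. Ggnbp1 at -0.53, Mtr at -0.46, Isyna1 at -0.41 and Scaf11 at -0.38 missed only the fold change threshold. With the trend on transcript length removed, the adjusted p from the same test was 0.274 for Mtr and 0.126 for Scaf11. It stayed under 0.05 for Ggnbp1 and Isyna1, at 0.0306 and 0.0114. Smg1 at -0.39, Cul5 at -0.32 and Wrn at -0.22 passed neither threshold, with adjusted p of 0.137, 0.0967 and 0.232. Cacna1s was the 1 gene of the list that was higher, at 0.12, with an adjusted p of 0.796. Tbx5 itself was higher in the mice labelled Tbx5 mutant.

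Called genes for which the groups did not overlap were ranked by fitted log2 fold change. By that ranking, the 5 largest falls in the mice labelled Tbx5 mutant were 1700055N04Rik, Gm1078, Sfrp5, Cpne5 and Bmp3. The 5 largest rises were Hist1h2bm, Tnc, Hist1h3b, Pbk and Acta1. For 1700055N04Rik, Bmp3, Hist1h2bm and Pbk, which had too few reads in 1 group, the place holds for the fitted values only. Gm1078 fell from 491 ± 30.8 CPM (SD, n = 4) to 8.82 ± 6.26 (SD, n = 6), a log2 fold change of -5.85, and Cpne5 had one of -5.42. The size of the fall of Sfrp5 rested on control mice F1 and F2, with 306 and 425 reads against 14 and 31 in control M1 and M2. Its log2 fold change was -5.67, but -2.61 with the mice labelled male only and -6.61 with those labelled female only. 1700055N04Rik was at least 33.6-fold lower and Bmp3 at least 8.71-fold lower, since no mutant library held more than 2 reads of the first or 1 of the second. Tnc rose from 2.80 ± 1.34 CPM (SD, n = 4) to 62.7 ± 33.4 (SD, n = 6), a log2 fold change of 4.50. Hist1h2bm was at least 18.6-fold higher and Pbk at least 13.0-fold higher. Hist1h2bm and Hist1h3b share 43.8% and 60.4% of the 50-base words of their longest transcript with other genes, so their counts are uncertain. Myl3 and Myl7, named after their values were seen, had log2 fold changes of 3.92 and -2.73.

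The authors' deposited table, under the same thresholds, gives 2024 genes, 931 lower and 1093 higher. Of the 2049 genes called here, 1867 are among them with the same direction and none with the opposite one.

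Fold changes fell with transcript length: across genes, which are not independent replicates, the Spearman correlation of log2 fold change with the length of the longest transcript was -0.32, with lengths for 12951 of the 13084 genes. Genes called lower had a median length of 4314 bases and genes called higher 2747. The trend of single libraries on length had correlations of 0.124 to 0.330 in the control mice and -0.380 to 0.0429 in the mice labelled Tbx5 mutant. The trend ranged over 0.422 within the mutant mice and 0.206 within the control mice, against a difference of 0.411 between the group means, and every control mouse lay above every mouse labelled Tbx5 mutant. A property of each library, such as the state of its RNA, therefore cannot be told apart from an effect that follows the groups. With the trend removed, the log2 fold change of Ryr2, whose longest transcript has 16814 bases, was -1.26 in place of -1.65, and that of Sln, whose longest has 1318, was -1.18 in place of -0.98. The size of the difference between these genes therefore depends on this correction.

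Noncoding genes were called mostly in one direction. Of 96 called noncoding genes, 79 were lower and 17 higher in the mice labelled Tbx5 mutant (82.3% lower), against 43.7% of 1934 called coding genes (Fisher's exact test across genes, which are not independent, p = 6.6e-14). Between 77.4% and 93.2% were lower under the 32 alternatives. Low expression was tested with 10000 draws of called coding genes matched on mean CPM, of which the highest had 56.25% lower. With the trend on transcript length removed, 90.2% of the called noncoding genes were lower. Of the 45 that overlap no annotated coding gene, 75.6% were lower. Each of these 3 explanations therefore fails to account for the pattern. More unspliced RNA in the control libraries remains a candidate explanation: across 12531 coding genes, those with a longer span for their transcript length had lower fold changes, with a Spearman correlation of -0.119 after the length trend was removed. The pattern cannot be told apart from that explanation, and whether the counting used strand is not known.

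The called noncoding genes were not placed near coding genes called in the same direction more often than chance. Of the 96, 78.1% lay within 2 Mb of a coding gene called in the same direction, and in 1000 random draws of as many tested genes 79.4% ± 4.10 (SD over draws) did (one-sided permutation test, p = 0.689). With 1934 coding genes called, a window of this size holds one for most positions, and the result says nothing of the noncoding transcripts the paper assembled in left atrium, which were not analysed here.

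Cell cycle genes were higher in the mice labelled Tbx5 mutant: all 20 on the list passed the thresholds, with a median log2 fold change of 2.90 and a lowest of 1.26, and Ccnb1, with no more than 2 reads in any control library, was at least 5.48-fold higher. All cell cycle genes tested were higher in each of 33 fits, the 32 alternatives included. Scaling by a factor per library moves all genes alike and does not account for it, since their median stood 2.91 above that of all tested genes. More leukocytes in the sample would raise leukocyte genes too, and 7 of 8 tested were called higher. Their median log2 fold change of 0.85 is smaller than that of the cell cycle genes. The size of a fold depends on the level in the control mice, so this comparison cannot say whether leukocytes account for the rise. This explanation therefore stays open. The list cannot say which cells divide, and an effect of the genotype on dividing cells cannot be told apart from a change in cell composition.

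Of the 3 ventricular genes written down before the data were examined, Myl2 was higher, at 19.4 ± 8.92 CPM (SD, n = 6) in the mice labelled Tbx5 mutant against 4.53 ± 2.14 (SD, n = 4), a log2 fold change of 2.10 (adjusted p = 0.00156 from edgeR's quasi-likelihood test, higher in 5 of 6 mutant mice than in every control mouse). Ventricular tissue in the sample would raise all 3, and 1 of 3 was called: Myh7 had an adjusted p of 0.208, and Irx4, with 1 read over all libraries, could not show a rise. Across mutant mice Myl2 and Myh7 did not rise together. Mutant F3 had the highest Myl2, 33.7 CPM, with Myh7 at 158, inside the control range of 131 to 245. Mutant M1 had Myh7 at 921 with Myl2 at 6.51, under the highest control. Only mutant M2 lay above every control for both. Myl3, a ventricular gene named after its values were seen, had a log2 fold change of 3.92, with 6 of 6 mutant mice above every control. With values on both sides, this explanation stays open for Myl2. It does not account for the fall of Myl7, since dilution by other tissue would lower atrial genes alike, and Myl7 was at 15.1% of control whereas Sln was at 50.8% and Bmp10 at 64.1%. Of the sinoatrial genes, Hcn4 had a log2 fold change of -1.88 and Tbx3 of -1.07, with 4 of 6 mutant mice below every control mouse for each. Less sinoatrial node tissue in the sample would lower all 4 genes of that list, and 2 of the 3 tested were lower. Shox2, with 120 reads over all libraries, had a log2 fold change of 0.19 (standard error 0.52), which goes against a fall like that of Hcn4 but hardly excludes one like that of Tbx3, and Isl1, with 26 reads, was not tested. Shox2 therefore argues against that explanation for the fall of Hcn4, although it is 1 gene with few reads and does not exclude it. For the fall of Tbx3 the explanation stays open. The right atrial gene Bmp10 had a log2 fold change of -0.64. The blood gene Alas2 had one of 1.05 (adjusted p = 0.0285 from the same test). The reference genes Btf3, Hprt and Eef2 had 0.41, 0.28 and 0.027 and were not called. Btf3 and Hprt missed only the fold change threshold, with adjusted p of 0.0463 and 0.03 from that test. With the trend on transcript length removed, Btf3 was at 0.17 and Hprt at 0.074, with adjusted p of 0.308 and 0.467 from that test. For Hprt 6 of 6 mutant mice lay above every control mouse, and for Btf3 5 of 6 did.

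Some genes expected at high counts were low or absent. Gapdh was at 1.93 ± 0.450 CPM (SD, n = 4) in control mice and 1.84 ± 0.639 (SD, n = 6) in the mice labelled Tbx5 mutant, and Hba-a1 was listed at 0 in all 10 libraries, where the smallest detectable share was 4.23e-05% to 5.26e-05%. Reads shared with copies of a gene and left out of the counts are a candidate explanation. Of 357 protein-coding genes whose longest transcript shares 90% or more of its 50-base words with other genes, 82.4% had a mean of the authors' normalized counts under 1, against 21.8% of 14737 genes that share under 1%. Hba-a1 shares 67.5% of its words, and of 572 genes that share 50% to 90%, 57.9% had a mean under 1. Gapdh shares 27.2%, and of 4566 genes that share 1% to 50%, 40.2% did. For Gapdh, shared words leave most of the longest annotated transcript, which has 3289 bases. Shorter transcripts of the gene were not examined, so the test does not settle its count. The sample labels also describe a step that removes globin RNA, whose part in the count of Hba-a1 cannot be told apart from this. Ryr2 and Tbx5 share 0.078% and 0.411%.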
